# Uridine inhibits ROS-mediated osteoclast differentiation and alleviates osteoporosis via modulation of PI3K/Akt–FoxO signaling

**DOI:** 10.3389/fimmu.2026.1767279

**Published:** 2026-04-27

**Authors:** Sijie Bian, Lianhui Zhao, Xu Wang, Zhangwei Wu, Maolin Yang, Jianliang Ou, Tao Han, Faxue Liao, Qingkai Xue, Xingxing Huo, Jun Chang

**Keywords:** multi-omics, osteoclast differentiation, osteoporosis, PI3K/Akt–FoxO, uridine

## Abstract

**Background:**

Osteoporosis is a metabolic bone disease characterized by dysregulated osteoclast activity, resulting in increased bone degradation and compromised bone microarchitecture. While the interconnection between osteoclast differentiation and cellular energy metabolism has become increasingly recognized, the role of pyrimidine metabolism in this process remains largely undefined.

**Methods:**

Integrative multi-omics analyses were performed to characterize transcriptional and metabolic alterations during receptor activator of nuclear factor-κB ligand (RANKL)-induced osteoclast differentiation. The effects of uridine (UD) on osteoclast development and resorptive function were assessed in vitro using RAW264.7 cells and bone marrow-derived macrophages (BMMs). In vivo effects of UD on bone loss were evaluated in an ovariectomized (OVX) mouse model.

**Results:**

Integrative analyses revealed distinct metabolic remodeling during osteoclast differentiation and identified UD as a pivotal metabolite that showed a significant decline upon RANKL stimulation. Experimental evidence indicated that exogenous UD supplementation significantly suppressed osteoclast development and resorptive function, along with a reduction in the expression of nuclear factor of activated T cells c1 (NFATc1) and cathepsin K (CTSK). In OVX mice, UD administration improved trabecular microarchitecture, reduced osteoclast burden, and mitigated bone loss. Mechanistically, UD inhibited phosphoinositide 3-kinase/protein kinase B (PI3K/Akt) phosphorylation, facilitated Forkhead box O (FoxO) nuclear translocation, and suppressed reactive oxygen species (ROS) accumulation, thereby preventing NFATc1 activation and nuclear import.

**Conclusion:**

Collectively, this research identifies a novel metabolic–signaling interplay linking pyrimidine metabolism with osteoclast differentiation and highlights UD as a promising metabolic regulator for the treatment and prevention of osteoporosis.

## 1 Introduction

Osteoporosis is a systemic skeletal disorder characterized by a progressive reduction in bone mass and disruption of bone microarchitecture, ultimately increasing the risk of fractures (1, 2). With the rapid aging of the global population, the disease has become a major public health challenge worldwide (3, 4). Epidemiological studies estimate that over 200 million people are affected globally (5), with the incidence being significantly higher in women, primarily due to estrogen deficiency (6, 7). Currently, most therapeutic approaches focus on inhibiting bone resorption, primarily through the use of bisphosphonates and monoclonal antibodies targeting the receptor activator of nuclear factor-κB ligand (RANKL) (8, 9). However, the long-term efficacy of these treatments is often limited by adverse effects and rapid bone loss following treatment discontinuation (10). Therefore, elucidating the novel molecular mechanisms and identifying safe and durable pharmacological interventions remain critical priorities for the prevention and management of osteoporosis.

Osteoporosis is characterized by excessive bone resorption driven by overactivated osteoclasts (6, 11). Osteoclast differentiation is primarily regulated through RANKL signaling and its downstream transcription factor, nuclear factor of activated T cells c1 (NFATc1) (12), which orchestrates the expression of osteoclast-specific genes (13). Increasing evidence suggests that reactive oxygen species (ROS) play a key role in this process, as their excessive accumulation enhances osteoclast formation and bone resorptive activity (14–16). Acting as both effectors and metabolic indicators, ROS serve as a critical link between cellular metabolism and osteoclast differentiation by reflecting mitochondrial function and redox homeostasis (17, 18). At the signaling level, intracellular ROS homeostasis is dynamically regulated by redox-sensitive pathways. Among these, Forkhead box O (FoxO) transcription factors are key downstream effectors of the phosphoinositide 3-kinase (PI3K)/protein kinase B (Akt) pathway and play a central role in coordinating oxidative stress responses, cellular metabolism, and survival (19). Activation of PI3K/Akt signaling leads to FoxO phosphorylation and subsequent nuclear exclusion, thereby suppressing FoxO-dependent transcription of antioxidant and stress-responsive genes, such as those involved in ROS detoxification. Conversely, inhibition of PI3K/Akt signaling restores FoxO nuclear activity and promotes antioxidant gene expression, contributing to redox homeostasis (20, 21). Given the critical role of ROS in driving osteoclastogenesis, dysregulation of the PI3K/Akt–FoxO axis may therefore facilitate excessive ROS accumulation and aberrant osteoclast differentiation. However, most studies to date have focused on glucose and lipid metabolism (22, 23), whereas the role of nucleotide metabolism, particularly pyrimidine metabolism, in redox regulation and osteoclast differentiation remains largely unexplored.

Pyrimidine metabolism is a fundamental metabolic pathway that sustains cellular homeostasis by supporting nucleotide synthesis, energy supply, and signal regulation, making it essential for cell growth and differentiation (24, 25). Previous studies have shown that uridine (UD) exerts antioxidant and cytoprotective effects in neurological and metabolic disorders by modulating mitochondrial activity and oxidative stress responses, thereby maintaining intracellular energy balance (26–28). Accumulating evidence indicates that pyrimidine metabolism is significantly dysregulated in osteoporosis, as evidenced by reduced levels of UD and related metabolites in bone tissue. Furthermore, lower circulating UD concentrations are closely associated with an increased risk of osteoporosis (29–31). Despite these findings, the functional significance and regulatory mechanisms of UD in bone metabolism remain largely unexplored.

This study integrated transcriptomic and metabolomic analyses to identify the key metabolic changes during osteoclast differentiation. The results revealed a significant reduction in UD, one of the main metabolites involved in the pyrimidine metabolic pathway. Subsequent *in vitro* and *in vivo* investigations demonstrated that supplementation with exogenous UD effectively suppressed osteoclast differentiation and alleviated osteoporotic symptoms in mice. Mechanistically, UD inhibited osteoclast differentiation by promoting the elimination of ROS through modulation of the PI3K/Akt–FoxO signaling pathway. This work provides new insights into the metabolic mechanisms underlying osteoporosis and highlights potential therapeutic approaches.

## 2 Materials and methods

### 2.1 Chemicals and reagents

Recombinant mouse macrophage colony-stimulating factor (M-CSF) (51112-MNAH) and RANKL (462-TEC) were provided by Sino Biological (Beijing, China) and R&D Systems (Minneapolis, MN, USA), respectively. UD (HY-B1449), LY294002 (HY-10108), 740Y-P (HY-P0175), lipopolysaccharide (LPS) (HY-D1056), N-acetylcysteine (NAC) (HY-B0215), and alendronate sodium (HY-11101) were purchased from MedChemExpress (Shanghai, China). Hoechst 33342 (C1026), Actin-Tracker (C2205S), the nuclear and cytoplasmic protein extraction kit (P0028), and the DCFH-DA ROS detection kit (S0034S) were sourced from Beyotime (Shanghai, China). The cell counting kit-8 (CCK-8) detection kit (A311-01) was obtained from Vazyme (Nanjing, China), and the tartrate-resistant acid phosphatase (TRAP) staining kit (BB-4421) was supplied by Shanghai Beibokit Biotechnology Co., Ltd; (Shanghai, China). Primary antibodies against NFATc1 (ab25916), cathepsin K (CTSK) (ab187647), FoxO1 (18592-1-AP), and p-FoxO1 (Thr24, #9464) were acquired from Abcam (Cambridge, UK) and Proteintech (Wuhan, China). Antibodies for PI3K (60225-1-Ig), p-PI3K (Tyr458, #17366), Akt (60203-2-Ig), and p-Akt (Ser473, 80455-1-RR) were sourced from Cell Signaling Technology (USA) and Immunoway (USA). GAPDH (YM8394), Lamin B1 (66095-1-Ig), and Tubulin (YM8514) were provided by Proteintech (Wuhan, China). Horseradish peroxidase (HRP)-conjugated secondary antibodies were purchased from ZSGB-Bio (Beijing, China). Dulbecco’s modified Eagle medium (DMEM) (C11330500BT), alpha minimum essential medium (α-MEM) (C12571500BT), fetal bovine serum (FBS) (BC-SE-FBS01), and penicillin–streptomycin (15140122) were obtained from Gibco (Thermo Fisher Scientific, USA).

### 2.2 Cell culture and osteoclast differentiation

The RAW264.7 murine macrophage cell line was purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). Primary bone marrow–derived macrophages (BMMs) were isolated from the femoral and tibial bones of 6- to 8-week-old female C57BL/6 mice. Both cell types were cultured at 37 °C with 5% CO_2_ in a humidified incubator, in complete culture medium based on either DMEM or α-MEM, supplemented with 10% FBS and 1% penicillin–streptomycin. For BMM preparation, bone marrow cells were rinsed and centrifuged with α-MEM. After 24 hours of culture, adherent cells were removed, and the non-adherent cells in suspension were collected and stimulated with M-CSF (40 ng/mL) to induce differentiation into purified BMMs.

For osteoclast differentiation, RAW264.7 cells (32) or BMMs (33) were stimulated with RANKL (50 ng/mL) for 3–5 days, with medium refreshed every 2 days. UD or pathway modulators were added as indicated. For downstream molecular analyses, cells were harvested 72 h after RANKL stimulation, unless otherwise specified.

### 2.3 Determination of cell viability and UD content

Cell viability was assessed using a CCK-8 assay kit. After 48 hours of treatment, 10 μL of detection reagent was added to each well and incubated at 37 °C for 2 hours. Absorbance at 450 nm was then measured to evaluate cell viability.

Intracellular UD levels were measured in cell lysates by enzyme-linked immunosorbent assay (ELISA). Cell lysates from different treatments were added to antibody-coated wells, followed by incubation with detection reagents. The absorbance at 450 nm was recorded, and UD concentrations were calculated based on the standard curve.

### 2.4 Osteoclast differentiation and functional evaluation

Cells were fixed with 4% paraformaldehyde for 15 minutes and then subjected to TRAP staining. Multinucleated TRAP-positive cells (≥3 nuclei) were identified as osteoclasts. For F-actin staining, cells were treated with 0.1% Triton X-100 for membrane permeabilization, blocked with 5% BSA, and labeled with tetramethylrhodamine isothiocyanate (TRITC)-phalloidin and Hoechst. Actin rings were visualized by confocal microscopy and quantified using ImageJ. Bone resorption was assessed on bovine bone slices cultured with RANKL ± UD for 7–9 days, followed by rinsing, drying, and analysis of pit area using ImageJ.

### 2.5 Quantitative RT-PCR analysis

Total RNA was isolated using the RNA-easy Isolation Reagent. Complementary DNA (cDNA) was synthesized by reverse transcription, and quantitative real-time PCR was performed using a SYBR Green Master Mix. GAPDH was used as the internal reference, and relative gene expression levels were calculated using the 2^-ΔΔCt^ method.

### 2.6 Western blot analysis

Proteins were extracted from cells and bone tissues using radioimmunoprecipitation assay buffer (RIPA) buffer containing protease and phosphatase inhibitors. Nuclear and cytoplasmic fractions were separated when necessary. Tissues were pulverized in liquid nitrogen and lysed on ice. Equal amounts of protein were resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to membranes. After blocking for 30 minutes at room temperature, membranes were incubated overnight at 4 °C with primary antibodies. HRP-conjugated secondary antibodies were applied the following day. Protein bands were visualized using enhanced chemiluminescence (ECL) and analyzed with ImageJ.

### 2.7 Immunofluorescence and ROS detection

After fixation and permeabilization, cells were blocked with 5% BSA and then incubated overnight at 4 °C with primary antibodies targeting NFATc1 or FoxO. The following day, cells were incubated with fluorescent secondary antibodies and Hoechst for staining. Protein localization was observed using a confocal microscope.

For ROS detection, cells were incubated with 10 μM DCFH-DA for 30 minutes, rinsed with PBS, and visualized using a fluorescence microscope. Fluorescence intensity was quantified using ImageJ.

### 2.8 Animal models and grouping procedures

Female C57BL/6 mice, aged eight weeks (18–22 g), were supplied by Hefei Qingyuan Biotechnology Co., Ltd. The animals were housed under specific pathogen-free (SPF) conditions. All experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the First Affiliated Hospital, Anhui University of Chinese Medicine (Approval No. AZYFY-2025-2007).

Mice were randomly assigned to the different experimental groups at the beginning of the study. Osteoporosis was induced by bilateral ovariectomy (OVX) in all mice except those in the sham group (34). All surgical procedures were performed under general anesthesia induced by intraperitoneal injection of sodium pentobarbital (50 mg/kg). After a one-week recovery period, the animals were randomly assigned to five experimental groups: sham, OVX model, alendronate (ALN, 2 mg/kg) as the positive control, and UD treatment groups at high, medium, and low doses (200, 100, and 50 mg/kg) (35). UD doses were selected based on its endogenous nature and previously reported dosing ranges in the literature. The sham group underwent the same surgical procedure without ovary removal. All treatments were administered via daily oral gavage over an 8-week period. At the end of the experimental period, mice were euthanized by intraperitoneal injection of sodium pentobarbital (150 mg/kg), and femurs and tibias were collected for histological and biochemical analyses.

### 2.9 Bone morphology and histopathological analysis

Femurs were harvested and fixed in 4% paraformaldehyde for 48 hours. Bone microarchitecture was assessed using micro-computed tomography (micro-CT; Raycision, China). Measurements were taken at the distal femur, approximately 1 mm below the growth plate. 3D reconstruction and morphometric analysis were performed using CTAn software.

Decalcification of bone specimens was performed using a 10% EDTA solution (pH 7.4). The decalcified tissues were then paraffin-embedded and sectioned into 5 μm-thick slices. For histological examination, H&E staining was used to evaluate bone morphology, while TRAP staining was applied to visualize osteoclast distribution. Immunohistochemistry was carried out according to established procedures, and image data were quantified using the ImageJ analysis platform.

### 2.10 Transcriptomic and metabolomic analyses

RNA sequencing and metabolomic analyses were conducted by Tsingke Biotechnology (China). For RNA sequencing, total RNA was assessed for quality, and libraries were sequenced using the Illumina NovaSeq platform. Differentially expressed genes (DEGs) were identified using DESeq2, followed by gene ontology (GO), Kyoto encyclopedia of genes and genomes (KEGG), and gene set enrichment analysis (GSEA) enrichment analyses.

Metabolomic profiling was performed using a liquid chromatography–tandem mass spectrometry (LC–MS/MS) platform. After data normalization, principal component analysis (PCA) and orthogonal partial least squares discriminant analysis (OPLS-DA) were applied to assess metabolic differences between groups. KEGG enrichment and integrated transcriptome–metabolome analyses were used to identify key metabolic pathways and metabolite–gene interactions.

### 2.11 Statistical analysis

All experiments were performed at least in triplicate, and data are presented as the mean ± standard deviation (SD). For group comparisons, statistical differences were analyzed using one-way or two-way analysis of variance (ANOVA), followed by Tukey’s or Bonferroni multiple comparison tests. Data processing and analysis were conducted using GraphPad Prism software (version 10.1.2), with p-values less than 0.05 considered statistically significant.

## 3 Results

### 3.1 Pyrimidine metabolism was significantly remodeled during osteoclast differentiation

We integrated metabolomic and transcriptomic analyses to delineate the metabolic reprogramming occurring during RANKL-driven osteoclast differentiation, a key process in osteoporosis. Metabolomic profiling revealed significant alterations in cellular metabolism following induction, with PCA confirming a clear separation between the control and RANKL-induced groups (**Supplementary Figures 1A, B**). Differential metabolite analysis (**Figure 1B**) identified 136 metabolites that were significantly upregulated and 156 metabolites that were significantly downregulated. KEGG enrichment analysis highlighted pyrimidine metabolism as a key pathway in both omics layers (**Figures 1C–G**). Heatmaps underscored changes in pyrimidine-related metabolites, with UD showing a significant decrease (**Figure 1E**). The metabolite–gene interaction network (**Figure 1H**) demonstrated strong associations between pyrimidine metabolites and osteoclast-related genes.

**Figure 1:**
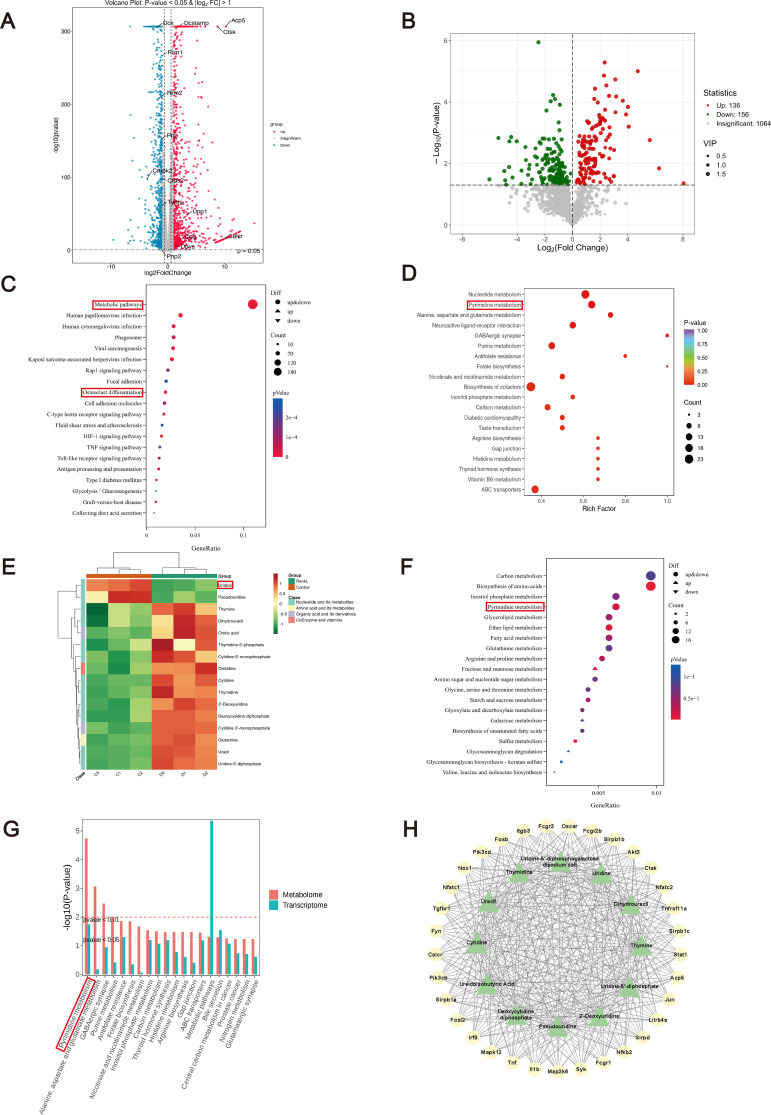
Transcriptomic and metabolomic analyses of RANKL-induced osteoclast differentiation. **(A, B)** Volcano plots of DEGs **(A)** and metabolites **(B)** between control and RANKL groups; **(C, D)** KEGG pathway enrichment of DEGs **(C)** and metabolites **(D, E)** Heatmap of metabolites significantly altered after RANKL stimulation; **(F)** KEGG enrichment of metabolism-related pathways from transcriptomic data; **(G)** Integrated KEGG analysis combining transcriptomic and metabolomic datasets; **(H)** Metabolite–gene interaction network.

Based on these findings, we focused on key metabolites involved in pyrimidine metabolism. Among these metabolites, uridine was selected for subsequent investigation. Quantitative analysis based on ELISA showed an obvious reduction in intracellular UD levels during osteoclast differentiation (**Figure 2A**). These results suggest that UD metabolism may play an important regulatory role in osteoclast differentiation, and that exogenous UD supplementation may modulate this process.

**Figure 2:**
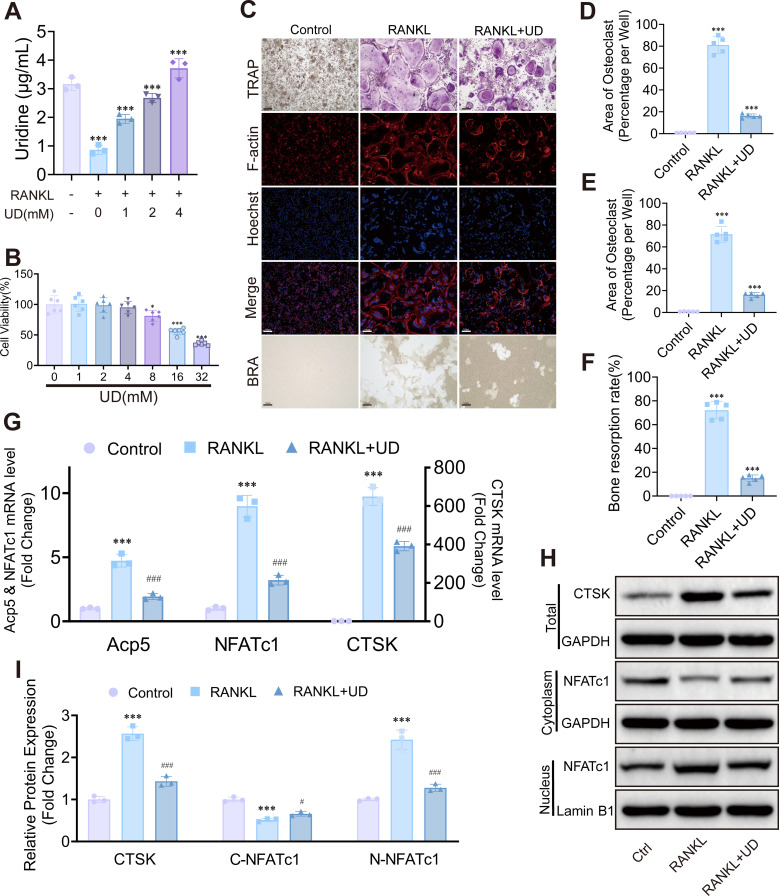
Uridine inhibited osteoclast differentiation and bone resorption. **(A)** Intracellular uridine levels; **(B)** Cell viability following 48 h uridine exposure; **(C–F**) TRAP, F-actin ring, and bone-resorption assays with corresponding quantitative analyses, Scale bar = 100 μm; **(G)** Relative mRNA expression of *CTSK*, *NFATc1*, and *Acp5*; **(H, I)** Western blot and densitometric analysis of CTSK and cytoplasmic/nuclear NFATc1. Data represent mean ± SD (n = 3). *p* < 0.05, *p < 0.01, **p < 0.001 vs Control; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs RANKL.

### 3.2 UD inhibited osteoclast differentiation and bone resorption *in vitro*

To examine the effect of intracellular UD levels on osteoclast differentiation, primary BMMs and RAW264.7 cells were differentiated into osteoclasts and treated with exogenous UD. UD supplementation significantly increased intracellular UD levels (**Figure 2A**; **Supplementary Figure 2A**). CCK-8 assays showed that 0–4 mM UD had no effect on cell viability, indicating good cytocompatibility within this concentration range (**Figure 2B**; **Supplementary Figure 2B**).

Functional assays revealed that UD effectively suppressed RANKL-induced osteoclast formation. TRAP staining showed fewer multinucleated osteoclasts at higher UD concentrations (**Figures 2C, D**; **Supplementary Figures 2C–E**). The F-actin ring structure was disrupted, and bone resorption assays similarly showed a reduction in the resorption area (**Figures 2C, E, F**). At the molecular level, mRNA and protein expression of CTSK, NFATc1, and Acp5 were inhibited upon UD treatment, and the nuclear localization of NFATc1 was significantly reduced (**Figures 2G–I**). Collectively, these results indicate that exogenous UD inhibits RANKL-induced osteoclast differentiation and attenuates bone resorptive activity.

### 3.3 UD alleviated bone loss and suppressed osteoclast activation *in vivo*

In this study, an OVX-induced osteoporosis mouse model was used to investigate the *in vivo* effects of UD. Micro-CT 3D reconstruction revealed that the OVX group exhibited sparse and disorganized trabecular architecture, whereas treatment with ALN or UD restored trabecular integrity and density (**Figure 3A**). Quantitative analysis showed significant reductions in trabecular number (Tb.N), bone volume fraction (BV/TV), and bone mineral density (BMD), along with an increase in trabecular separation (Tb.Sp) in the OVX group compared to the sham group. UD treatment effectively reversed these changes, with the high-dose group showing improvements comparable to ALN (**Figure 3B**).

**Figure 3:**
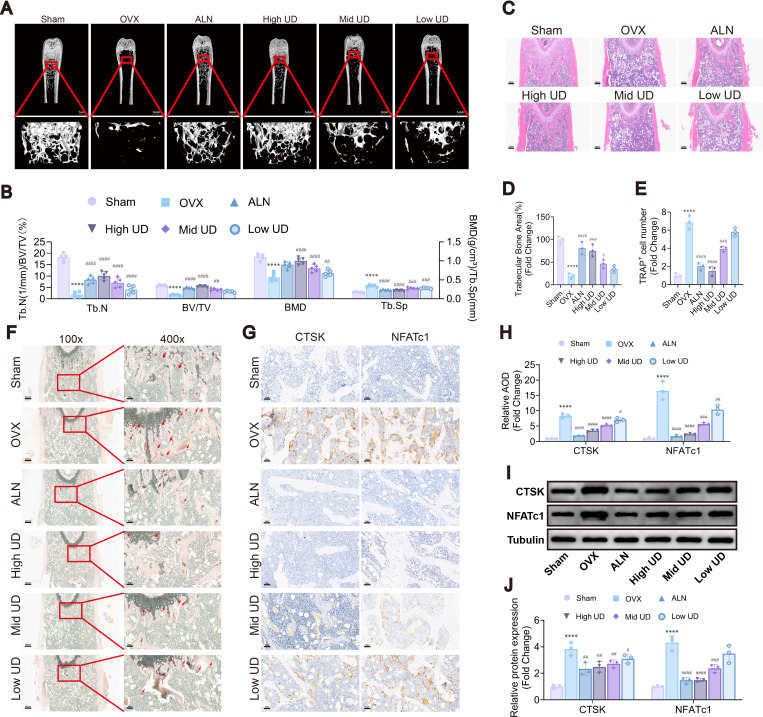
Uridine alleviated OVX-induced bone loss *in vivo*. **(A)** Representative micro-CT images of femurs, Scale bar = 1 mm; **(B)** Quantitative analysis of BMD, BV/TV, Tb.N, and Tb.Sp; **(C, D)** H&E staining and quantitative analysis of trabecular bone area, Scale bar = 500 μm; **(E, F)** TRAP staining and quantification of TRAP^+^ osteoclasts, Scale bar = 500 μm (low magnification) and 100 μm (high magnification); **(G, H)** Immunohistochemical staining and AOD of CTSK and NFATc1, Scale bar = 100 μm; **(I, J)** Western blot and densitometric analysis of CTSK and NFATc1. Data represent mean ± SD (n = 5). *p* < 0.05, *p < 0.01, **p < 0.001 vs. Sham; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs. OVX.

Histological examination supported the micro-CT findings, as OVX mice displayed reduced and disorganized trabecular bone, while UD treatment resulted in denser and more continuous structures. Quantification confirmed a significant increase in trabecular bone area after UD treatment (**Figures 3C, D**). TRAP staining revealed an obvious increase in osteoclast number in OVX mice, which was significantly reduced by UD treatment (**Figures 3E, F**). Immunohistochemistry demonstrated elevated expression of CTSK and NFATc1 in OVX bone tissue, both of which were notably decreased after UD administration (**Figures 3G, H**). Western blot analysis further confirmed that UD downregulated the protein levels of CTSK and NFATc1 in a dose-dependent manner, with the highest dose showing the strongest inhibitory effect (**Figures 3I, J**). Collectively, these results indicate that exogenous UD effectively mitigates OVX-induced bone loss by suppressing excessive osteoclast activation and reducing the expression of key osteoclast-related proteins *in vivo*.

### 3.4 UD inhibited PI3K/Akt signaling and promoted FoxO activation

To explore how UD inhibits osteoclast differentiation, transcriptomic analysis was performed on control, RANKL-induced, and UD-treated groups. 

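RAW264.7 is a mouse macrophage cell line that forms osteoclast-like cells when it is stimulated with RANKL. RNA from these cells was sequenced in 3 groups of 3 libraries each, namely control, RANKL and RANKL + UD. RANKL was used at 50 ng/mL and cells were harvested after 72 h according to the paper's methods, while the sample labels give 3 days. The paper's text does not name the UD dose of these libraries. The labels describe poly(A)-selected, strand-specific libraries, and the paper names the Illumina NovaSeq platform. For 56691 genes the authors deposited the number of reads counted on each gene, without normalization, and the FPKM, which divides that count by the exonic length of the gene and by the total count of the library. Recomputing the FPKM from the deposited counts and lengths gave the deposited value for 100% of genes in every library. The aligner, the counting tool, the genome build and whether counting used the strand are not named in the paper's text or the labels, so genes that overlap an expressed gene on the opposite strand are reported with that limit. Gene coordinates are given as the deposited table lists them. Their build is not named, and only 1472 of the 52073 genes shared with the GRCm38 annotation have identical coordinates there.

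The total count was 15951800 to 19746862 in the control libraries (median 16844179), 19182637 to 19705724 in the RANKL libraries (median 19327128) and 16311504 to 19657967 in the RANKL + UD libraries (median 17272555). The counts of libraries of the same group differed by more than the sampling noise, with a chi-square per degree of freedom between 2.90 and 8.89 over the 9 pairs, so no libraries were merged as repeated sequencing of the same library. This does not tell separate cultures from separate preparations of the same RNA. Each library was used as a replicate because its label names a replicate biosample of its own. The deposited counts were scaled by the TMM method and tested with edgeR's quasi-likelihood test, with all 9 libraries in one fit and Benjamini-Hochberg adjustment. The paper names DESeq2 for this step, and DESeq2 was run as an alternative. The test covered the 11995 genes with an FPKM of at least 1 in at least 3 libraries. The numbers of DEGs depended most on the definition of a DEG, and also on this filter, on the scaling of the libraries and on the choice between counts and FPKM.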

PCA revealed a clear separation in the transcriptional profiles among the three groups (**Supplementary Figure 3A**). 

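PCA was computed on log2(FPKM + 1) of the 11995 tested genes, each centred and scaled to unit variance. PC1 held 44.9% of the variance and PC2 held 25.0%. Group membership accounted for 69.8% of the total variance over all genes. This was the largest share among the 280 ways to divide the 9 libraries into 3 groups of 3 (one-sided exact permutation test, p = 0.00357, the smallest p this design allows), and the next largest was 51.9%. The distance between libraries of the same group was at most 117 in units of the scaled expression space, and every distance between libraries of different groups was at least 145. The mean distance was 184 between RANKL and control and 149 between RANKL + UD and RANKL. The setting that lowered the group share most was the absence of an expression filter, under which groups accounted for 49.7% and the exact p was unchanged.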

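Between RANKL + UD and RANKL, 578 genes were higher and 719 were lower by the criterion printed in Figure 4A, an unadjusted p under 0.05 and a fold change over 1.5. With an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2233 genes were higher and 2418 were lower. The 3 RANKL + UD libraries lay entirely above or entirely below the 3 RANKL libraries for 6202 genes, or 51.7%, where chance gives 10%. The alternative that raised the first counts most was the absence of an expression filter, with 1030 higher and 1156 lower genes. The counts fell most, for higher genes, under quantile normalization, with 305 higher and 441 lower genes, and, for lower genes, with limma on log2(FPKM + 1), with 346 lower genes. Of the genes with an adjusted p under 0.05, 48% were higher, and this share was 66.2% with total counts in place of TMM scaling, which gave 3350 higher genes, and up to 68.8% with TPM values. The balance of higher and lower genes therefore depends on the scaling.

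Acp5 (ENSMUSG00000001348, chromosome 9, 22038023 to 22047007), which encodes TRAP, had an FPKM of 0.91 ± 0.128 in control, 410.6 ± 27.9 with RANKL and 341.3 ± 6.72 with RANKL + UD (SD, n = 3 each). Its log2 fold change between RANKL + UD and RANKL was -0.35 (standard error 0.051, adjusted p = 1.23e-05 from edgeR's quasi-likelihood test). Under quantile normalization the difference in Acp5 was -0.14 and did not pass limma's test (adjusted p = 0.125, against 3.74e-11 to 0.125 over 19 alternatives). Ctsk (ENSMUSG00000028111, chromosome 3, 95406567 to 95416673), which encodes cathepsin K, had an FPKM of 8.34 ± 0.451, 1491 ± 71.6 and 869.3 ± 24.3 in control, RANKL and RANKL + UD (SD, n = 3 each). Its log2 fold change was -0.86 (standard error 0.048, adjusted p = 1.92e-11 from the same edgeR test). Mmp9 (ENSMUSG00000017737, chromosome 2, 164782700 to 164797770) went from 0.43 ± 0.128 in control to 314.3 ± 14.6 with RANKL and 132.2 ± 4.03 with RANKL + UD (FPKM, SD, n = 3 each), a log2 fold change of -1.34 between RANKL + UD and RANKL. Nfatc1 (ENSMUSG00000033016, chromosome 18, 80649420 to 80756286) rose from an FPKM of 10.5 ± 0.883 to 76.1 ± 1.33 with RANKL and stood at 57.5 ± 0.255 with RANKL + UD (SD, n = 3 each), a log2 fold change of -0.49 between the last groups. In these 4 genes all 3 RANKL + UD libraries were below all 3 RANKL libraries and far above control. Oscar, Atp6v0d2 and Dcstamp, which are labelled in Figure 4A as Mmp9 is, had log2 fold changes of -1.53, -0.64 and -0.62. Over a prespecified list of 19 osteoclast genes, which includes these 4 labelled genes, 18 genes were tested and the median log2 fold change was -0.63. Adjusted over all genes tested, 15 were lower and 1 was higher. Adjusted over the list alone, 16 were lower and 1 was higher. The gene that rose was Car2, with a log2 fold change of 0.29. The list as a whole was lower by camera (adjusted p = 5.49e-18 over the 10 fixed lists) and by fry (adjusted p = 7.04e-07), while RANKL against control had raised it by a median of 3.56 on the log2 scale.

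**Figure D1:**
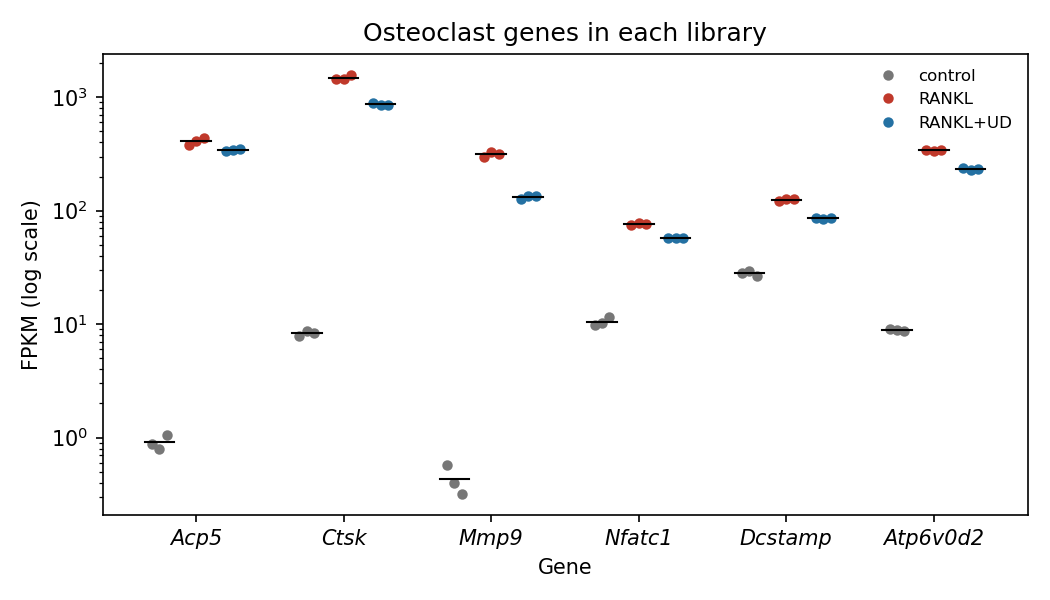
FPKM of 6 osteoclast genes in each library, on a logarithmic axis, for control, RANKL and RANKL + UD. Each point is 1 library and each black bar is the mean of the 3 libraries of a group. In each gene the 3 RANKL + UD libraries lie below the 3 RANKL libraries and above the 3 control libraries, as for Ctsk with means of 8.34, 1491 and 869.3.

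KEGG over-representation used the pathway annotation of the deposited table. Of the 5303 tested genes with a KEGG pathway, 501 were DEGs by the Figure 4A criterion. Osteoclast differentiation held 19 DEGs among its 110 genes, 1.83 times the number given by chance (one-sided Fisher's exact test, p = 0.00663 before and 0.203 after adjustment over 336 pathways). The FoxO signaling pathway held 17 DEGs (1.78 times, Fisher's exact p = 0.0128, adjusted p = 0.299). The PI3K-Akt signaling pathway held 25 of 202 (1.31 times, Fisher's exact p = 0.0952, adjusted p = 0.711). In the same test, 8 pathways had an adjusted p under 0.05, led by cytokine-cytokine receptor interaction with 22 of 91 (adjusted p = 0.00609) and also holding pyrimidine metabolism with 12 of 43 (adjusted p = 0.0371). Among the lower DEGs alone, osteoclast differentiation held 18 genes, 2.83 times the chance number (adjusted p = 0.00553). The FoxO pathway held 13 lower DEGs (2.22 times, adjusted p = 0.167) and the PI3K-Akt pathway 19 (one-sided Fisher's exact test, p = 0.0238 before and 0.316 after adjustment). Higher DEGs were over-represented in pyrimidine metabolism with 10 genes (6.36 times, adjusted p = 0.000765) and in the cell cycle with 16 of 127 (3.44 times, adjusted p = 0.00212). The 10 pyrimidine genes include Rrm1, Rrm2, Tyms, Tk1 and Dck, treated here as S-phase genes. The pathway was not tested without them, so its result cannot be told apart from the rise of cell cycle genes. Without an expression filter, osteoclast differentiation passed the threshold in both directions together (2.47 times, adjusted p = 0.00148, against 0.00148 to 0.734 over all alternatives), and the FoxO pathway passed among the lower DEGs (2.46 times, adjusted p = 0.0362, against 0.0249 to 0.339 over all alternatives). With DEGs redefined by an adjusted p under 0.05 and a log2 fold change over 1, osteoclast differentiation no longer passed among the lower DEGs (3.86 times, adjusted p = 0.114, against 5.98e-07 to 0.114 over all alternatives), and pyrimidine metabolism held 0 higher DEGs. Pyrimidine metabolism also missed the threshold under quantile normalization (6.85 times, adjusted p = 0.0816). The PI3K-Akt pathway passed in none of the alternatives.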

Volcano plots and KEGG analysis showed that DEGs were primarily enriched in osteoclast differentiation, PI3K/Akt, and FoxO signaling pathways (**Figures 4A, B**). 

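For the GO test, 988 of the 10460 tested genes with a GO term were DEGs by the Figure 4A criterion. The prespecified terms were response and cellular response to oxidative stress, cellular response to reactive oxygen species, cell redox homeostasis and all terms that name NAD(P)H oxidase activity, hydrogen peroxide or superoxide, and 15 of them had at least 5 genes. Of these 15 terms, 0 had an adjusted p under 0.05 and 0 had an unadjusted p under 0.05 (one-sided Fisher's exact test, 4676 terms). NAD(P)H oxidase activity, the kind of term marked in Figure 4C, held 2 DEGs among 7 genes, of which Nox1 was lower. This is 3.03 times the number given by chance (Fisher's exact p = 0.136). Response to oxidative stress held 10 of 88, 1.20 times the chance number (exact p = 0.318). Among the lower DEGs alone, 3 of the 15 terms had an unadjusted p under 0.05 and 0 passed the adjustment. Cellular response to reactive oxygen species held 4 of 22 lower DEGs, among them Mmp9, Fos and Ncf1 (3.18 times, exact p = 0.0342, adjusted p = 0.626). Superoxide-generating NADPH oxidase activity and superoxide anion generation held 2 of 6 each (exact p = 0.0421, adjusted p = 0.631). Among the higher DEGs, 0 of the 15 terms had an unadjusted p under 0.05 by the exact test. Another 12 terms name oxidative stress or reactive oxygen species and were not prespecified, and they were chosen after values among them had been seen. Of these 12 terms 0 passed the adjustment, in both directions together, among the lower or among the higher DEGs. The lowest p was that of positive regulation of reactive oxygen species metabolic process, with 5 of 16 lower DEGs (5.46 times, exact p = 0.00156, adjusted p = 0.114), whose adjusted p ranged from 0.104 to 1 over all alternatives. In the other direction, positive regulation of reactive oxygen species biosynthetic process held 2 of 8 higher DEGs (6.72 times, exact p = 0.0333, adjusted p = 0.88). The terms with an adjusted p under 0.05 numbered 21 in both directions together, led by extracellular space with 77 of 385 and external side of plasma membrane with 40 of 143 (adjusted p = 3.78e-07 for each). The ratio for response to oxidative stress fell below 1 when RANKL replicate 3 (0.992) or RANKL + UD replicate 3 (0.962) was left out.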

GO analysis further indicated enrichment in processes related to oxidative stress (**Figure 4C**). GSEA confirmed that UD significantly suppressed the enrichment of gene sets associated with osteoclast differentiation and the PI3K/Akt signaling pathway (**Supplementary Figures 3B, C**).

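Genes were ranked by the signal-to-noise ratio of log2(FPKM + 1) between the 3 RANKL + UD and the 3 RANKL libraries, and 311 KEGG pathways of 15 to 500 genes were tested with 10000 permutations of the genes. Osteoclast differentiation (110 genes) had a normalized enrichment score of -1.73 (p = 0.000789, adjusted p = 0.0351 from fgsea's permutation test). The PI3K-Akt signaling pathway (202 genes) had a score of -1.43 (permutation p = 0.00353, adjusted p = 0.0915). The FoxO signaling pathway had a score of -1.701 (permutation p = 0.00114, adjusted p = 0.0442). In all, 8 pathways had an adjusted p under 0.05, 4 with negative and 4 with positive scores. Leaving out any one RANKL or RANKL + UD library kept the negative scores, but the adjusted p of the osteoclast and of the FoxO pathway then lay between 0.0534 and 0.0943, above the threshold in each of the 6 fits. Before adjustment, fgsea's permutation p in these fits was 0.000718 to 0.00148 for osteoclast differentiation and 0.00109 to 0.00204 for FoxO. Without RANKL + UD replicate 3, the osteoclast permutation p fell to 0.000718 while its adjusted p was 0.0555, so that call was lost through the adjustment over all pathways. With limma's moderated statistic as the ranking, the scores were -2.37 for osteoclast differentiation, -1.46 for PI3K-Akt and -1.61 for FoxO, with adjusted p values of 0.0049, 0.0211 and 0.0203. Over all alternatives the adjusted p ranged from 6.18e-06 to 0.0943 for osteoclast differentiation, from 0.0002 to 0.284 for PI3K-Akt and from 3.08e-05 to 0.509 for FoxO. In camera on the edgeR fit the 3 pathways were lower with adjusted p values of 6.18e-06, 0.0397 and 0.038 in the same order, and all 3 calls held under fry. The median log2 fold change of the PI3K-Akt pathway was -0.08 and that of osteoclast differentiation was -0.17. From its GSEA (Supplementary Figures 3B, C), the paper states that UD suppressed the osteoclast differentiation and PI3K/Akt gene sets, and it then measured FoxO localization and the phosphorylation of PI3K, Akt and FoxO (Figures 4D–G).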

**Figure 4:**
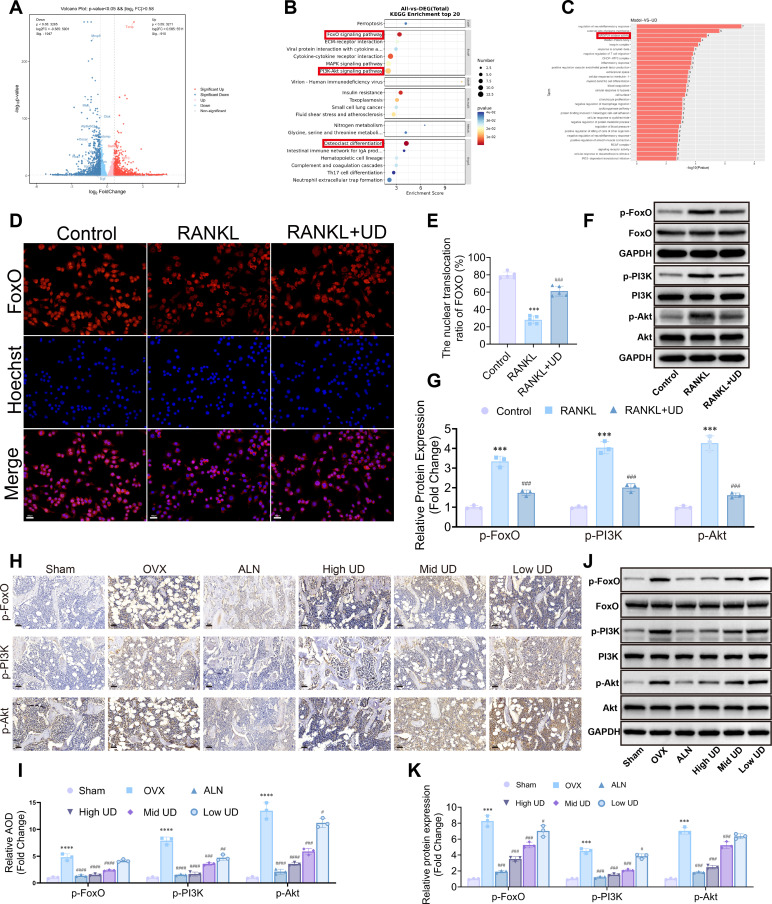
Uridine inhibited PI3K/Akt and activated FoxO. **(A)** Volcano plot of DEGs between the model and uridine groups; **(B, C)** KEGG and GO enrichment analyses; **(D, E)** Immunofluorescence staining and quantification of FoxO nuclear translocation, Scale bar = 100 μm; **(F, G)** Western blot and densitometric analysis of total and phosphorylated FoxO, PI3K, and Akt *in vitro*; **(H, I)** Immunohistochemical staining and AOD of p-FoxO, p-PI3K, and p-Akt in bone tissue; **(J, K)** Western blot and densitometric analysis of p-FoxO, p-PI3K, and p-Akt in bone tissue, Scale bar = 100 μm. Data represent mean ± SD (n = 3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. Control (Sham); #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs. RANKL (OVX).

At the cellular level, RANKL treatment reduced the nuclear localization of FoxO (36), whereas UD restored its nuclear translocation (**Figures 4D, E**). Western blot analysis revealed that RANKL significantly upregulated the levels of p-PI3K, p-Akt, and p-FoxO, while UD treatment markedly inhibited the phosphorylation of these proteins (**Figures 4F, G**). These findings suggest that UD blocks the activation of PI3K/Akt signaling and prevents FoxO phosphorylation.

*In vivo*, levels of p-FoxO, p-PI3K, and p-Akt were elevated in OVX bone tissue. UD treatment downregulated these levels in a dose-dependent manner (**Figures 4H, I**). Immunohistochemistry results confirmed these findings, showing reduced p-PI3K/PI3K, p-Akt/Akt, and p-FoxO/FoxO ratios after UD treatment (**Figures 4J, K**).

Collectively, these results indicate that UD inhibits osteoclast differentiation both *in vitro* and *in vivo* by suppressing PI3K/Akt signaling activation and preventing FoxO phosphorylation.

### 3.5 UD inhibited osteoclast differentiation by eliminating ROS

Transcriptomic GO enrichment analysis suggested that oxidative stress may be involved in the inhibitory effect of UD on osteoclast differentiation. 

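In the same libraries, 7 of 8 prespecified NADPH oxidase genes were expressed enough to be tested, and Nox4 was not. Adjusted over all genes tested, and also adjusted over the list alone, 5 were lower and 2 were higher in RANKL + UD than in RANKL. The median log2 fold change was -0.29, and the list was lower by camera (adjusted p = 0.00181) and by fry (adjusted p = 8.92e-06). Nox1 (ENSMUSG00000031257, chromosome X, 132987170 to 133122705) had an FPKM of 0.147 ± 0.0404 in control, 4.17 ± 0.254 with RANKL and 1.42 ± 0.161 with RANKL + UD (SD, n = 3 each). Its log2 fold change between RANKL + UD and RANKL was -1.63 (standard error 0.155, adjusted p = 4.81e-08 from edgeR's quasi-likelihood test). Nox1 overlaps the expressed gene Cstf2 on the opposite strand, so its counts are uncertain. Ncf1 (chromosome 5, 134248907 to 134258479), which overlaps Gtf2ird2 on the opposite strand, fell by 0.71 on the log2 scale. Cybb (chromosome X, 9301491 to 9354010), the most abundant oxidase gene in control, went from an FPKM of 594.2 ± 5.58 in control to 133.4 ± 5.97 with RANKL and 164.9 ± 2.39 with RANKL + UD (SD, n = 3 each). It therefore rose by 0.22 on the log2 scale against RANKL (adjusted p = 0.000474 from edgeR's quasi-likelihood test). Of 12 NRF2 antioxidant genes, 11 were tested and they moved both ways, with 4 higher and 3 lower by adjusted p, over all genes and adjusted over the list alone. Hmox1 (ENSMUSG00000005413, chromosome 8, 75820249 to 75827217) went from 47.8 ± 2.06 with RANKL to 23.5 ± 1.45 with RANKL + UD (FPKM, SD, n = 3 each), a log2 fold change of -1.11. Slc7a11 fell by 1.02, while Txn1 rose by 0.30 and Gclm by 0.28. The list had a median of 0.08, which was -0.004 without an expression filter, and was not shifted by camera (adjusted p = 0.261). Fry called the list lower (adjusted p = 0.00227), opposite in sign to this median, so the direction of the list stays undecided.

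**Figure D2:**
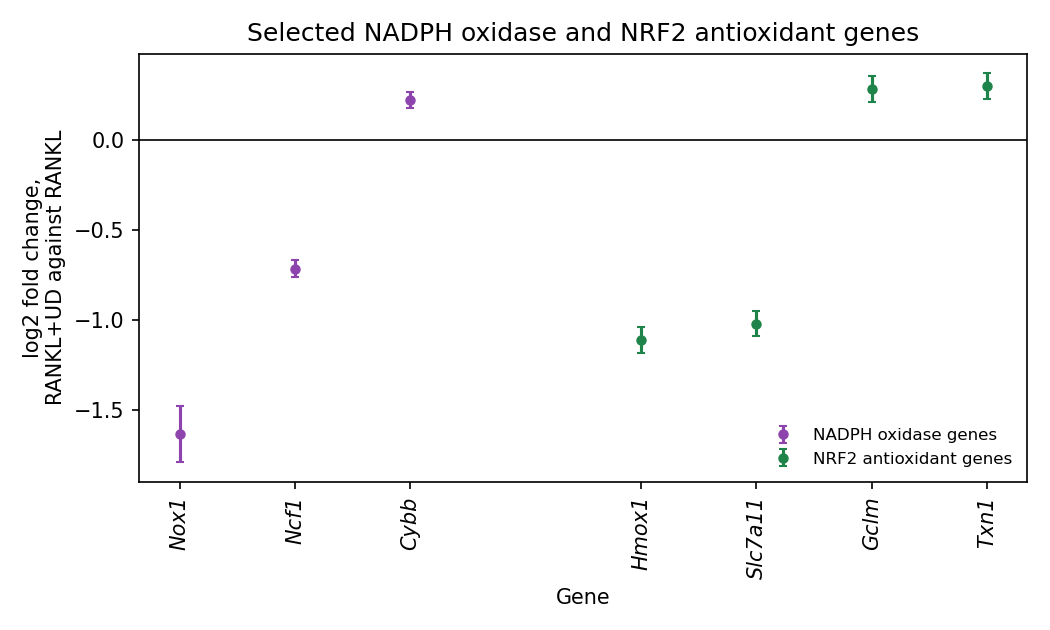
Log2 fold change between RANKL + UD and RANKL of 3 NADPH oxidase genes (Nox1, Ncf1 and Cybb) and 4 NRF2 antioxidant genes (Hmox1, Slc7a11, Gclm and Txn1), each from 3 against 3 libraries. The other members of the lists are not drawn. Points are edgeR estimates, bars are 1 standard error to each side, and the horizontal line marks no change. Nox1 at -1.63 and Hmox1 at -1.11 are the lowest genes drawn from their lists, and Cybb at 0.22 and Txn1 at 0.30 are the highest.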

ROS has been recognized as an essential mediator in osteoclast differentiation. To test this hypothesis, we explored the functional involvement of ROS. TRAP staining revealed that UD significantly suppressed osteoclast formation, an effect that was partially reversed by the ROS agonist LPS. In contrast, treatment with the ROS scavenger NAC produced similar results to UD, further supporting the critical role of oxidative stress in osteoclast differentiation (**Figures 5A, C**).

**Figure 5:**
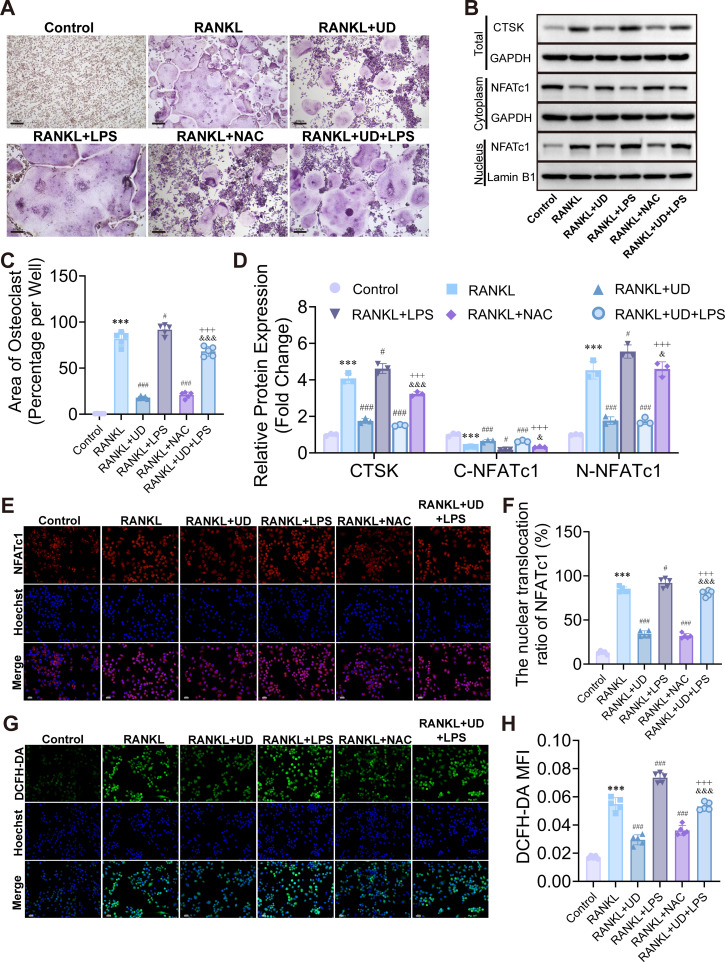
UD inhibited osteoclast differentiation by attenuating ROS accumulation. **(A, C)** TRAP staining and quantification of osteoclast area under different treatments, Scale bar = 100 μm; **(B, D)** Western blot and quantification of CTSK and cytoplasmic/nuclear NFATc1; **(E, F)** Immunofluorescence staining and quantification of NFATc1 nuclear translocation, Scale bar = 100 μm; **(G, H)** DCFH-DA fluorescence staining and quantification of intracellular ROS, Scale bar = 100 μm. Data represent mean ± SD (n = 3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. Control; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs. RANKL; &*p* < 0.05, &&*p* < 0.01, &&&*p* < 0.001 vs. RANKL + UD; +*p* < 0.05, ++*p* < 0.01, +++*p* < 0.001 vs. RANKL + LPS.

At the molecular level, Western blot (**Figures 5B, D**) and immunofluorescence (**Figures 5E, G**) analyses confirmed that UD downregulated the expression of CTSK and inhibited the nuclear translocation of NFATc1. LPS partially restored these effects, whereas NAC maintained an inhibitory pattern similar to that of UD. Additionally, ROS fluorescence detection demonstrated that LPS reversed the ROS levels reduced by UD, while NAC exhibited a similar antioxidative effect (**Figures 5F, H**). Together, these findings indicate that changes in ROS levels are closely associated with NFATc1 activation and CTSK expression, suggesting that ROS serves as a key mediator in the UD-induced inhibition of osteoclast differentiation.

### 3.6 UD inhibited osteoclast differentiation via the PI3K/Akt–FoxO–ROS pathway

Given that FoxO activation plays a critical role in ROS elimination, we investigated whether the PI3K/Akt–FoxO pathway mediates the inhibitory effects of UD on osteoclast differentiation using the PI3K agonist 740Y-P and inhibitor LY294002. TRAP staining revealed that UD significantly reduced RANKL-induced osteoclast formation, a suppression partially reversed by PI3K activation. In contrast, PI3K inhibition mimicked the effects of UD treatment (**Figures 6A, D**). Immunofluorescence analysis demonstrated that UD promoted the nuclear translocation of FoxO and inhibited the nuclear localization of NFATc1. These effects were attenuated upon PI3K activation, while PI3K inhibition preserved UD’s regulatory influence (**Figures 6B, C, E, F**). Western blot analysis confirmed that UD downregulated the expression of CTSK and NFATc1, and reduced the levels of p-PI3K, p-Akt, and p-FoxO. Activation of the PI3K pathway with 740Y-P partially reversed these changes, while LY294002 reproduced the effects of UD (**Figures 6G–J**).

**Figure 6:**
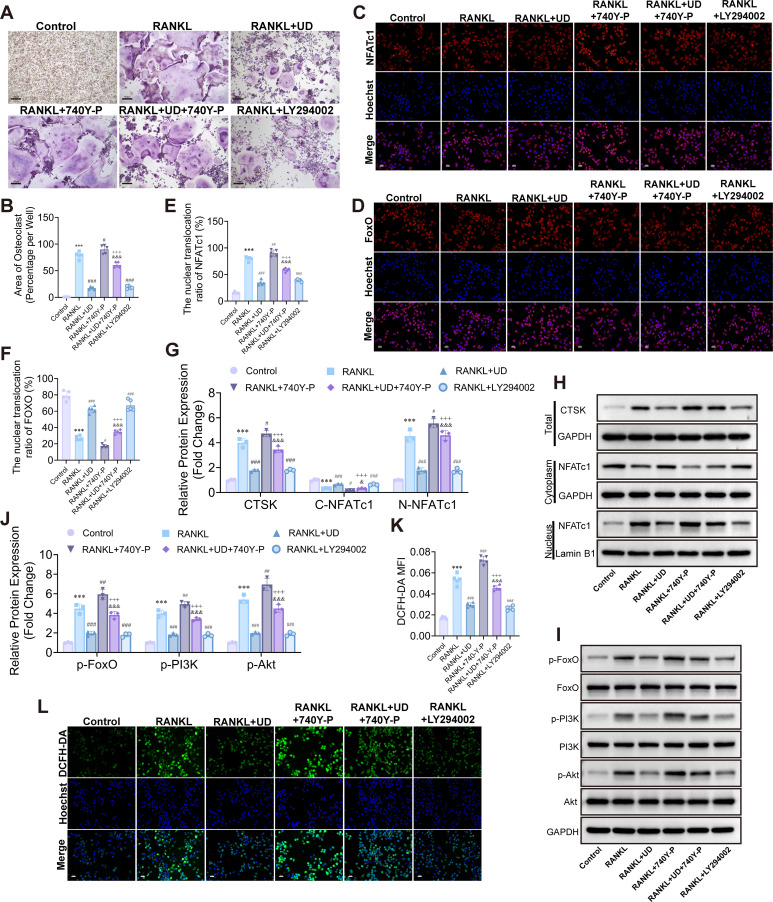
UD suppressed osteoclast differentiation by modulating PI3K/Akt–FoxO signaling. **(A, B)** TRAP staining and quantification of osteoclast area under different treatments; **(C–F)** Immunofluorescence staining and quantification of NFATc1 and FoxO nuclear translocation, Scale bar = 100 μm; **(G, H)** Western blot and quantification of CTSK and cytoplasmic/nuclear NFATc1; **(I, J)** Western blot and quantification of phosphorylated PI3K, Akt, and FoxO; **(K, L)** DCFH-DA fluorescence staining and quantification of intracellular ROS, Scale bar = 100 μm. Data represent mean ± SD (n = 3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. Control; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs. RANKL; &*p* < 0.05, &&*p* < 0.01, &&&*p* < 0.001 vs. RANKL + UD; +*p* < 0.05, ++*p* < 0.01, +++*p* < 0.001 vs. RANKL + 740Y-P.

Given the close association between this signaling pathway and oxidative stress, as indicated by transcriptomic data, we further examined intracellular ROS levels. 

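FoxO transcription factors act on target genes, and 14 of 18 prespecified FoxO target genes were expressed enough to be tested. Their median log2 fold change between RANKL + UD and RANKL was -0.34. Adjusted over all genes tested, and also adjusted over the list alone, 7 were lower and 3 were higher. The list was not shifted by camera (adjusted p = 0.177), and it was lower under fry (adjusted p = 2.14e-05). Without an expression filter, camera called it lower as well (adjusted p = 0.00333, against 2.14e-05 to 0.488 over all alternatives). Of the targets that encode antioxidant enzymes, Sod2 (ENSMUSG00000006818, chromosome 17, 13225733 to 13258950) had a log2 fold change of 0.08 (standard error 0.05, adjusted p = 0.246 from edgeR's quasi-likelihood test). Cat (ENSMUSG00000027187, chromosome 2, 103284194 to 103315505) had a log2 fold change of 0.07 (standard error 0.064, adjusted p = 0.417 from the same edgeR test). Neither Sod2 nor Cat passed the threshold, while Prdx3, another such target, rose by 0.26 on the log2 scale. With total counts or FPKM-based scaling in place of TMM, Sod2 was called higher in 4 alternatives, by at most 0.17 (lowest adjusted p = 0.0129, highest 0.484 over all alternatives), and Cat in 2 of them (lowest adjusted p = 0.0492, highest 0.774). Sesn1 rose by 0.39 on the log2 scale. Gadd45a fell by 2.14 and Ccng2 by 1.14. Txnip (ENSMUSG00000038393, chromosome 3, 96465273 to 96469199), which is labelled in Figure 4A, had an FPKM of 339.1 ± 9.09 in control, 39.8 ± 1.41 with RANKL and 201.0 ± 4.6 with RANKL + UD (SD, n = 3 each). Its log2 fold change against RANKL was 2.25 (standard error 0.048, adjusted p = 5.17e-18 from edgeR's quasi-likelihood test), while the other 13 tested targets had a median of -0.54. Arrdc4, a relative of Txnip that is not on the list, rose by 2.86. Foxo3 (chromosome 10, 42057837 to 42152751) and Foxo1 (chromosome 3, 52175757 to 52260642) had log2 fold changes of 0.01 and -0.11, with adjusted p values of 0.939 and 0.437 from edgeR's quasi-likelihood test, and the sign for Foxo3 turned negative when RANKL replicate 3 (-0.065) or RANKL + UD replicate 3 (-0.012) was left out and with RLE size factors (-0.004). Of 18 genes for components of the PI3K/Akt–FoxO pathway, 17 were tested, with 6 lower and 3 higher by adjusted p over all genes and adjusted over the list alone. The median was -0.06, turning to 0.04 with TPM values, and camera did not call the list (adjusted p = 0.261) while fry called it lower (adjusted p = 0.00946). Pik3cb (chromosome 9, 98918707 to 99022674) changed most in this list, from an FPKM of 21.8 ± 0.653 with RANKL to 14.1 ± 0.475 with RANKL + UD (SD, n = 3 each), a log2 fold change of -0.72. Akt1 rose by 0.15, a call that was lost in 8 of 19 alternatives (adjusted p up to 0.165). These values are transcript levels and do not measure phosphorylation.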

RANKL induced significant ROS accumulation, which was markedly reduced by UD treatment. However, this antioxidative effect was attenuated with PI3K activation, whereas pathway inhibition maintained the suppressive trend (**Figures 6K, L**). Collectively, these results demonstrate that UD inhibits osteoclast differentiation by suppressing PI3K/Akt signaling, promoting FoxO nuclear function, and alleviating oxidative stress. This coordinated regulation across signaling, transcriptional, and functional levels is crucial for its inhibitory effects on osteoclast differentiation.

## 4 Discussion

Osteoporosis is a metabolic skeletal disorder characterized by an imbalance between bone formation and resorption, with excessive osteoclast activity serving as a major driver of pathogenesis (37). Recent evidence indicates that osteoclast differentiation is regulated not only by classical signaling pathways but also by cellular metabolic dynamics (37–39). In this study, we used multi-omics analyses to explore the metabolic and transcriptional changes associated with RANKL-induced osteoclast differentiation (40). Our findings revealed significant metabolic reprogramming, with pyrimidine metabolism emerging as a key pathway consistently enriched in both datasets. This suggests that dysregulated nucleotide metabolism plays a crucial role in osteoclast differentiation and the development of osteoporosis. These insights highlight the importance of metabolic mechanisms in osteoclast differentiation and open new avenues for therapeutic exploration in osteoporosis.

Previous studies have highlighted the crucial role of metabolic reprogramming in osteoclast differentiation and bone homeostasis, particularly through pathways related to energy and lipid metabolism (23, 37). In this study, RANKL-induced osteoclast differentiation was similarly associated with substantial metabolic alterations. Interestingly, in addition to conventional energy metabolism, pyrimidine metabolism also exhibited significant dysregulation, within which uridine exhibited the most pronounced decrease among pyrimidine-related metabolites. As a metabolically active nucleoside directly involved in nucleotide synthesis, uridine was therefore prioritized for further investigation (41). In this context, the dosing of uridine was determined based on previous studies as well as our prior experimental findings (35, 42), and short-term safety evaluation revealed no apparent adverse effects (**Supplementary Figure 4**). Our findings revealed that osteoclast differentiation led to a marked decrease in UD levels, whereas exogenous UD supplementation restored metabolic balance, suppressed osteoclast formation, and alleviated bone loss. This suggests that UD deficiency may be a key factor driving the disruption of pyrimidine metabolism during osteoclast differentiation. Recent research has further confirmed that UD not only serves as an important intermediate in pyrimidine metabolism but is also involved in various physiological processes, including hepatic lipid metabolism, neuroprotection, and immune homeostasis (43–45). From the perspective of bone metabolism, our study highlights the potential role of UD in maintaining osteoclast metabolic homeostasis and regulating bone remodeling. These findings suggest that restoring intracellular UD metabolism could offer protective effects against the development and progression of osteoporosis by correcting abnormal osteoclast differentiation.

In bone metabolic homeostasis, ROS are critical molecules that connect metabolic status to osteoclastic activity (46). At physiological levels, ROS promote RANKL signaling and osteoclast differentiation. However, sustained oxidative stress exacerbates osteoclastogenic signals, disrupting the balance between bone resorption and formation (47). Previous studies have indicated a compromised antioxidant system as a hallmark of postmenopausal osteoporosis, and enhancing antioxidant capacity has been shown to significantly improve bone mass (48, 49). Based on these insights, our study demonstrated that UD inhibited osteoclast differentiation by reducing intracellular ROS levels, suggesting that its anti-resorptive effect is closely associated with redox homeostasis. UD, as an intermediate in pyrimidine metabolism, may exert its antioxidant effects not through direct free radical scavenging, but rather by remodeling cellular metabolic processes (50, 51). Pyrimidine metabolism plays a crucial role in regulating NAD(P)H balance and mitochondrial function, both of which directly influence ROS production and clearance. Therefore, UD may suppress persistent oxidative stress by restoring cellular energy balance and maintaining redox homeostasis at the metabolic level.

Within the complex interplay between metabolism and signaling networks, the PI3K/Akt–FoxO pathway plays a pivotal role in linking cellular energy status to osteoclast activity (36, 52, 53). This study revealed that UD did not simply act as a metabolic supplement, but actively remodeled the connection between cellular signaling and redox regulation, thereby suppressing osteoclast activity. By suppressing PI3K/Akt signaling and activating FoxO, UD shifts signal transduction and bolsters cellular antioxidant defenses, leading to a reduction in ROS accumulation. In osteoclasts, FoxO-mediated control of redox homeostasis represents a key checkpoint through which upstream signaling activity translates into ROS-dependent regulation of osteoclast differentiation. Our findings highlight how metabolic remodeling can feedback-regulate signaling pathways through FoxO-mediated antioxidant functions, establishing a synergistic balance between metabolism, signaling, and ROS. Thus, osteoclast differentiation is not driven solely by signaling pathways, but by a dynamic equilibrium influenced by both metabolic regulation and oxidative stress. Moreover, the modulation of the PI3K/Akt–FoxO–ROS axis through pyrimidine metabolism offers a novel theoretical framework for targeting osteoclast activation by metabolic intervention.

From a mechanistic perspective, the coordinated regulation of metabolism, redox homeostasis, and signaling pathways identified in this study highlights a tightly interconnected network underlying osteoclast differentiation, with the PI3K/Akt–FoxO–ROS axis serving as a central integrative node (54). From a mechanistic perspective, the coordinated regulation of metabolism, redox homeostasis, and signaling pathways identified in this study highlights a tightly interconnected network underlying osteoclast differentiation, with the PI3K/Akt–FoxO–ROS axis serving as a central integrative node (55–57). These findings suggest that FoxO functions as a key hub linking metabolic status, oxidative stress, and osteoclastogenic signaling. Although the present study focuses on the PI3K/Akt–FoxO axis, uridine-induced metabolic remodeling may intersect with these additional regulatory layers, further supporting a role for metabolic regulation in osteoclast differentiation.

UD inhibits osteoclast differentiation via the PI3K/Akt–FoxO–ROS pathway, providing a new perspective on the role of metabolic regulation in bone resorption, as schematically illustrated in **Figure 7**. Future studies could expand on these findings by investigating the long-term effects of UD in different types of osteoporosis models, or validating its sustained impact over extended periods. Additionally, exploring the synergistic role of UD and its related metabolites within the pyrimidine metabolic network could provide deeper insights. From a broader viewpoint, UD not only participates in energy and substrate metabolism but also maintains cellular redox homeostasis by regulating the PI3K/Akt–FoxO axis. This regulation suppresses excessive ROS accumulation and NFATc1 activation, ultimately inhibiting osteoclast differentiation. These findings suggest that the relationship between metabolism and signaling is bidirectional, forming a dynamically interactive regulatory network. This provides a novel research direction for investigating bone resorption mechanisms from a metabolic perspective.

**Figure 7:**
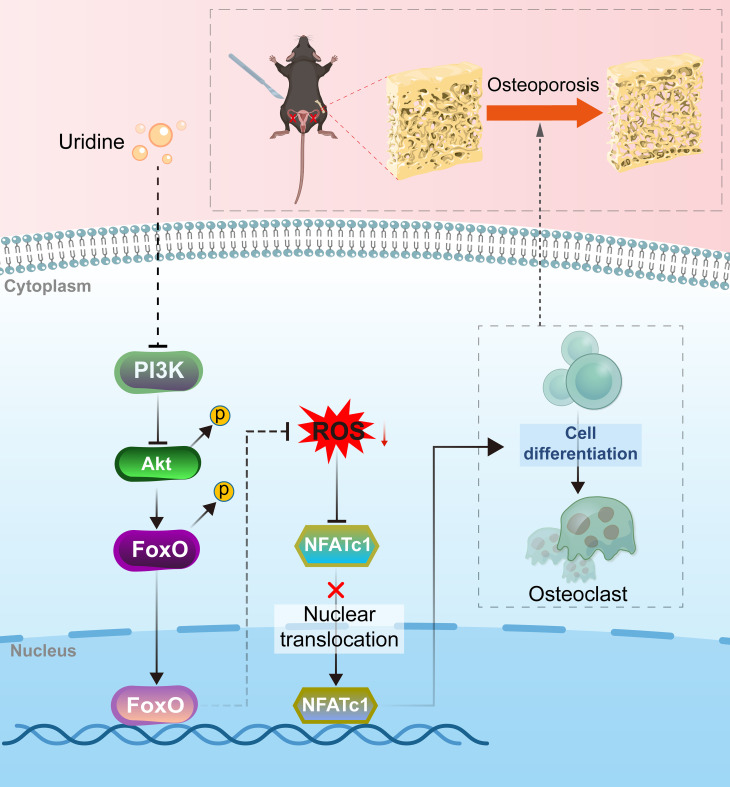
Proposed mechanism of uridine in inhibiting osteoclast differentiation. Uridine suppresses osteoclast differentiation by inhibiting PI3K/Akt activation, enhancing FoxO activity, reducing ROS accumulation, and blocking NFATc1 nuclear translocation, ultimately preventing osteoclast formation and bone resorption.

## 5 Conclusion

In summary, this study identified UD as a critical link between pyrimidine metabolism and osteoclast differentiation. By suppressing PI3K/Akt phosphorylation, promoting FoxO nuclear localization, and reducing ROS accumulation, UD establishes a coupling mechanism between metabolism and signaling that restrains NFATc1-driven osteoclast activation. These findings unveil a novel regulatory axis governing bone resorption and provide a metabolic rationale for developing pyrimidine-based interventions in osteoporosis treatment.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE311708 and GSE311709 (GEO) and MTBLS13394 (Metabolights).

## References

[1] YangJ ZengY YuW . Criteria for osteoporosis diagnosis: a systematic review and meta-analysis of osteoporosis diagnostic studies with DXA and QCT. EClinicalMedicine. (2025) 83:103244. doi: 10.1016/j.eclinm.2025.103244. PMID: 40630613 PMC12235398

[2] EnsrudKE CrandallCJ . Osteoporosis. Ann Intern Med. (2024) 177:ITC1–ITC16. doi: 10.1001/jama.2020.2923. PMID: 38190715

[3] Collaborators GBDLBMD . The global, regional, and national burden attributable to low bone mineral density, 1990-2020: an analysis of a modifiable risk factor from the Global Burden of Disease Study 2021. Lancet Rheumatol. (2025) 7(12):e873–e894. doi: 10.2139/ssrn.4771393. PMID: 40972625 PMC12623303

[4] AbbasiFM PorwalK PalS SharmaS SadhukhanS RajputS . Discovery of an orally active PDE1 inhibitor for disease-modifying treatment of postmenopausal osteoporosis via dual anabolic-antiresorptive mechanisms. J Med Chem. (2025) 68:20536–60. doi: 10.1021/acs.jmedchem.5c01736. PMID: 41002212

[5] WuQ DaiJ . Racial/ethnic differences in bone mineral density for osteoporosis. Curr Osteoporos Rep. (2023) 21:670–84. doi: 10.1007/s11914-023-00838-y. PMID: 38019343

[6] XieQ DuX LiangJ ShenY LingY HuangZ . FABP4 inhibition suppresses bone resorption and protects against postmenopausal osteoporosis in ovariectomized mice. Nat Commun. (2025) 16:4437. doi: 10.1038/s41467-025-59719-w. PMID: 40360512 PMC12075751

[7] GirdlerSJ LindseyMH SebastianAS NassrA . Osteoporosis evaluation and management in spine surgery. J Am Acad Orthop Surg. (2024) 32:e909–e18. doi: 10.5435/jaaos-d-24-00311. PMID: 39083525

[8] WangH LuoY WangH LiF YuF YeL . Mechanistic advances in osteoporosis and anti-osteoporosis therapies. MedComm (2020). (2023) 4:e244. doi: 10.1002/mco2.244. PMID: 37188325 PMC10175743

[9] ReidIR BillingtonEO . Drug therapy for osteoporosis in older adults. Lancet. (2022) 399:1080–92. doi: 10.1016/s0140-6736(21)02646-5. PMID: 35279261

[10] ChandranM AkessonKE JavaidMK HarveyN BlankRD BrandiML . Impact of osteoporosis and osteoporosis medications on fracture healing: a narrative review. Osteoporos Int. (2024) 35:1337–58. doi: 10.1007/s00198-024-07059-8. PMID: 38587674 PMC11282157

[11] ShiK WangY WangS GuanZ LiM ZhaoY . Okanin attenuates ovariectomy-induced bone loss in mice model through inhibition of IKKβ-mediated NF-κB p65 phosphorylation. Phytomedicine. (2025) 148:157401. doi: 10.1016/j.phymed.2025.157401. PMID: 41109043

[12] ZhangH ZhaoX WangZ MiaoJ HuX CuiP . Crebanine protects against ovariectomy-induced bone loss by targeting Sirt1 to interfere with NF-κB acetylation and ROS activity. J Pharm Anal. (2025) 16(3). doi: 10.1016/j.jpha.2025.101426. PMID: 41953925 PMC13054427

[13] ZhouH ChenP ZhaoC ZouS WuH HuangC . Fraxin inhibits ovariectomized-induced bone loss and osteoclastogenesis by suppressing ROS activity. Int Immunopharmacol. (2025) 147:113871. doi: 10.1016/j.intimp.2024.113871. PMID: 39798467

[14] CuiZ GuG ChenF LiJ DuX ChenS . Targeting Irgm1 to combat osteoporosis: suppressing ROS and restoring bone remodeling. Cell Death Dis. (2025) 16:651. doi: 10.1038/s41419-025-07965-7. PMID: 40866352 PMC12391319

[15] LiangH WuQ HuaT ChenY LuoJ MiaoJ . Sofalcone inhibits osteoclastogenesis through Keap1/Nrf2 signaling activation and mitigates ovariectomy-induced bone loss. Int Immunopharmacol. (2025) 166:115589. doi: 10.1016/j.intimp.2025.115589. PMID: 41005145

[16] QiuH CaiC ZhangY YangS HuX ChuT . Salvianolic acid A mitigates osteoporotic bone loss by repressing reactive oxygen species via the Nrf2-HO-1 pathway. Phytother Res. (2025) 39(11). doi: 10.1002/ptr.8503. PMID: 40765418 PMC12605832

[17] YuanP FengZ YangH XueH XieH DaiZ . Visomitin attenuates pathological bone loss by reprogramming osteoclast metabolism via the STAT3/LDHB axis. Res (Wash D C). (2025) 8:784. doi: 10.34133/research.0784. PMID: 40698330 PMC12280330

[18] MendelsohnDH WalterN CheungWH WongRMY SchonmehlR WinterL . Targeting mitochondria in bone and cartilage diseases: a narrative review. Redox Biol. (2025) 83:103667. doi: 10.1016/j.redox.2025.103667. PMID: 40354767 PMC12136924

[19] Rodriguez-ColmanMJ DansenTB BurgeringBMT . FOXO transcription factors as mediators of stress adaptation. Nat Rev Mol Cell Biol. (2024) 25:46–64. doi: 10.1038/s41580-023-00649-0. PMID: 37710009

[20] HuangH van SligtenhorstM SmitsAMM GulersonmezC StigterE DansenTB . Activation of a FOXO3-induced cell cycle arrest regulates ferroptosis. Cell Death Discov. (2025) 11:465. doi: 10.1038/s41420-025-02760-x. PMID: 41102177 PMC12533257

[21] SongJ LiZ ZhouL ChenX SewWQG HerranzH . FOXO-regulated OSER1 reduces oxidative stress and extends lifespan in multiple species. Nat Commun. (2024) 15:7144. doi: 10.1038/s41467-024-51542-z. PMID: 39164296 PMC11336091

[22] WangC WuQ ZhuangL ChenY ZhangQ WuY . Immunometabolism of macrophages in the bone microenvironment: a new perspective for bone healing therapy. J Adv Res. (2025) 82:485–506. doi: 10.1016/j.jare.2025.07.046. PMID: 40744273 PMC13001043

[23] HeT QinL ChenS HuoS LiJ ZhangF . Bone-derived factors mediate crosstalk between skeletal and extra-skeletal organs. Bone Res. (2025) 13:49. doi: 10.1038/s41413-025-00424-1. PMID: 40307216 PMC12044029

[24] BohacovaK NahackaZ DudovaJ KovarovaJ RohlenaJ RennerovaM . Role of ANT2 in mitochondrial function and cancer cell survival: a target for therapeutic intervention. Cell Death Discov. (2025) 11:225. doi: 10.1038/s41420-025-02510-z. PMID: 40335504 PMC12059193

[25] ChenCY ChenCL NgYS LeeDY LinSS HuangCK . Glucose- and glutamine-driven de novo nucleotide synthesis facilitates WSSV replication in shrimp. Cell Commun Signal. (2025) 23:191. doi: 10.1186/s12964-025-02186-z. PMID: 40264189 PMC12012963

[26] MironovaGD MosentsovAA MironovVV MedvedevaVP KhunderyakovaNV PavlikLL . The protective effect of uridine in a rotenone-induced model of Parkinson’s disease: the role of the mitochondrial ATP-dependent potassium channel. Int J Mol Sci. (2024) 25:13. doi: 10.3390/ijms25137441. PMID: 39000550 PMC11242281

[27] LinY WeiY WeiY YuH ZhangW LiC . Dexmedetomidine alleviates oxidative stress and mitochondrial dysfunction in diabetic peripheral neuropathy via the microRNA-34a/SIRT2/S1PR1 axis. Int Immunopharmacol. (2023) 117:109910. doi: 10.1016/j.intimp.2023.109910. PMID: 37012886

[28] YangY YeY DengY GaoL . Uridine and its role in metabolic diseases, tumors, and neurodegenerative diseases. Front Physiol. (2024) 15:1360891. doi: 10.3389/fphys.2024.1360891. PMID: 38487261 PMC10937367

[29] HuangM XingF HuY SunF ZhangC XvZ . Causal inference study of plasma proteins and blood metabolites mediating the effect of obesity-related indicators on osteoporosis. Front Endocrinol (Lausanne). (2025) 16:1435295. doi: 10.3389/fendo.2025.1435295. PMID: 40041284 PMC11876022

[30] HouJL YangWY ZhangQ FengH WangXB LiH . Integration of metabolomics and transcriptomics to reveal the metabolic characteristics of exercise-improved bone mass. Nutrients. (2023) 15:7. doi: 10.3390/nu15071694. PMID: 37049535 PMC10097349

[31] ZhaoH LiX ZhangD ChenH ChaoY WuK . Integrative bone metabolomics-lipidomics strategy for pathological mechanism of postmenopausal osteoporosis mouse model. Sci Rep. (2018) 8:16456. doi: 10.1038/s41598-018-34574-6. PMID: 30405156 PMC6220250

[32] ZhaoY NingJ TengH DengY SheldonM ShiL . Long noncoding RNA Malat1 protects against osteoporosis and bone metastasis. Nat Commun. (2024) 15:2384. doi: 10.1038/s41467-024-46602-3. PMID: 38493144 PMC10944492

[33] SonHS LeeJ LeeHI KimN JoYJ LeeGR . Benzydamine inhibits osteoclast differentiation and bone resorption via down-regulation of interleukin-1 beta expression. Acta Pharm Sin B. (2020) 10:462–74. doi: 10.1016/j.apsb.2019.11.004. PMID: 32140392 PMC7049613

[34] YuM PalS PatersonCW LiJY TyagiAM AdamsJ . Ovariectomy induces bone loss via microbial-dependent trafficking of intestinal TNF+ T cells and Th17 cells. J Clin Invest. (2021) 131:4. doi: 10.1172/jci143137. PMID: 33586672 PMC7880410

[35] ZhouX XueQ WuC LiX WangY DaiY . A novel combination therapy with uridine and praziquantel effectively alleviates schistosomiasis-induced hepatic fibrosis through promoting adipogenic differentiation. PloS Pathog. (2025) 21:e1013403. doi: 10.1371/journal.ppat.1013403. PMID: 40768528 PMC12349724

[36] ChaiS YangY WeiL CaoY MaJ ZhengX . Luteolin rescues postmenopausal osteoporosis elicited by OVX through alleviating osteoblast pyroptosis via activating PI3K-AKT signaling. Phytomedicine. (2024) 128:155516. doi: 10.1016/j.phymed.2024.155516. PMID: 38547625

[37] StegenS MoermansK StockmansI ThienpontB CarmelietG . The serine synthesis pathway drives osteoclast differentiation through epigenetic regulation of NFATc1 expression. Nat Metab. (2024) 6:141–52. doi: 10.1038/s42255-023-00948-y. PMID: 38200114 PMC10822776

[38] QiuH JinH MiaoJ LiH ChenJ YangX . Heme metabolism mediates RANKL-induced osteoclastogenesis via mitochondrial oxidative phosphorylation. J Bone Miner Res. (2025) 40:639–55. doi: 10.1093/jbmr/zjaf040. PMID: 40073838 PMC12103724

[39] Ledesma-ColungaMG PassinV LademannF HofbauerLC RaunerM . Novel insights into osteoclast energy metabolism. Curr Osteoporos Rep. (2023) 21:660–9. doi: 10.1007/s11914-023-00825-3. PMID: 37816910 PMC10724336

[40] HuanC LiJ LiY ZhaoS YangQ ZhangZ . Spatially resolved multiomics: data analysis from monoomics to multiomics. BME Front. (2025) 6:84. doi: 10.34133/bmef.0084. PMID: 39810754 PMC11725630

[41] ChoiK-M BerardBA YoonJ-H KimD . Uridine as a hub in cancer metabolism and RNA biology. Exp Mol Med. (2025) 57:1651–62. doi: 10.1038/s12276-025-01402-7. PMID: 40804482 PMC12411634

[42] GorenB CakirA SevincC Serter KocogluS OcalanB OyC . Uridine treatment protects against neonatal brain damage and long-term cognitive deficits caused by hyperoxia. Brain Res. (2017) 1676:57–68. doi: 10.1016/j.brainres.2017.09.010. PMID: 28919465

[43] LiuY XieC ZhaiZ DengZY De JongeHR WuX . Uridine attenuates obesity, ameliorates hepatic lipid accumulation and modifies the gut microbiota composition in mice fed with a high-fat diet. Food Funct. (2021) 12:1829–40. doi: 10.1039/d0fo02533j. PMID: 33527946

[44] CorryKA WhiteOR ShearlockAE MoralejoDH LawJB SnyderJM . Evaluating neuroprotective effects of uridine, erythropoietin, and therapeutic hypothermia in a ferret model of inflammation-sensitized hypoxic-ischemic encephalopathy. Int J Mol Sci. (2021) 22:18. doi: 10.3390/ijms22189841. PMID: 34576001 PMC8469346

[45] WhyteD FisherSL McKenzieCGJ SumptonD DhayadeS DornierE . Uridine phosphorylase-1 supports metastasis by altering immune and extracellular matrix landscapes. EMBO Rep. (2025) 26:4248–82. doi: 10.1038/s44319-025-00520-7. PMID: 40702342 PMC12420820

[46] GaoY ZhouR LinX LiuZ SuY LianH . Sinensetin serves as an AMPK activator to inhibit RANKL-induced osteoclastogenesis via osteoclast cytoskeleton reorganization. J Transl Med. (2025) 23:805. doi: 10.1186/s12967-025-06708-8. PMID: 40682116 PMC12275404

[47] LaiY LiH ZhouT ChenH YangJ MoG . Epimedin B attenuates ovariectomy-induced bone loss by suppressing osteoclastogenesis through decreasing ROS production and targeting ESR1. Free Radic Biol Med. (2025) 240:347–63. doi: 10.1016/j.freeradbiomed.2025.08.033. PMID: 40834910

[48] ZhenC WangS YangJ ZhangG CaiC WangJ . Moderate static magnetic field regulates iron metabolism and salvage bone loss caused by iron accumulation. J Orthopaedic Translation. (2025) 50:144–57. doi: 10.1016/j.jot.2024.10.012. PMID: 40171108 PMC11960543

[49] YuC CaiL ZhuangL WuY WuQ LiangH . Idebenone attenuates RANKL-induced osteoclastogenesis and improves bone mass in ovariectomized mice. Free Radic Biol Med. (2025) 238:206–19. doi: 10.1016/j.freeradbiomed.2025.06.043. PMID: 40578539

[50] XiuC ZhangL ZhangC ZhangY LuoX ZhangZ . Pharmacologically targeting fatty acid synthase-mediated de novo lipogenesis alleviates osteolytic bone loss by directly inhibiting osteoclastogenesis through suppression of STAT3 palmitoylation and ROS signaling. Metabolism. (2025) 167:156186. doi: 10.1016/j.metabol.2025.156186. PMID: 40081616

[51] WangJ ZhangY CaoJ WangY AnwarN ZhangZ . The role of autophagy in bone metabolism and clinical significance. Autophagy. (2023) 19:2409–27. doi: 10.1080/15548627.2023.2186112. PMID: 36858962 PMC10392742

[52] ZhaoQ LiY ZhangJ LeiX TangJ ChenJ . Bienzyme-engineered fibrous membranes: A mitochondrial-targeted strategy to reverse bone loss in osteoporotic models. Adv Fiber Mater. (2025) 7:1803–29. doi: 10.1007/s42765-025-00580-3. PMID: 41933263

[53] ZhouR GuoQ XiaoY GuoQ HuangY LiC . Endocrine role of bone in the regulation of energy metabolism. Bone Res. (2021) 9:25. doi: 10.1038/s41413-021-00142-4. PMID: 34016950 PMC8137703

[54] WangG . Making “CASES” for AI in medicine. BME Front. (2024) 5:36. doi: 10.34133/bmef.0036. PMID: 38288398 PMC10823727

[55] WangW WangL ZhangB ShangS ZhaoC ZhangW . 3D printing of personalized magnesium composite bone tissue engineering scaffold for bone and angiogenesis regeneration. Chem Eng J. (2024) 484:149444. doi: 10.1016/j.cej.2024.149444. PMID: 41936479

[56] LinkW FerreiraBI . FOXO transcription factors: A brief overview. Methods Mol Biol (Clifton NJ). (2025) 2871:1–8. doi: 10.1007/978-1-0716-4217-7_1. PMID: 39565573

[57] ZhangW LiW DuJ YangC YuL YangP . Dnmt3a-mediated hypermethylation of FoxO3 promotes redox imbalance during osteoclastogenesis. Proc Natl Acad Sci USA. (2025) 122:e2418023122. doi: 10.1073/pnas.2418023122. PMID: 40106360 PMC11962505

# Supplementary material for: Uridine inhibits ROS-mediated osteoclast differentiation and alleviates osteoporosis via modulation of PI3K/Akt–FoxO signaling
**Source:** Front Immunol. 2026 Apr 27;17:1767279. doi: 10.3389/fimmu.2026.1767279
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

## Supplementary Data 1. Primer sequences used for quantitative real-time PCR (qRT-PCR)

| **Gene** | **Forward (5′→3′)** | **Reverse (5′→3′)** |
| --- | --- | --- |
| **NFATc1** | GGAGAGTCCGAGAATCGAGAT | TTGCAGCTAGGAAGTACGTCT |
| **Acp5** | TGTCATCTGTGAAAAGGTGGTC | ACTGGAGGACGCGTGTTATG |
| **GAPDH** | AGGGTCGGTGTGAACGGATTG | GGGGTCGTTGATGGCAACA |

## Supplementary Data 2. Abbreviation

| **Abbreviation** | **Full Name** | SDS-PAGE | Sodium dodecyl sulfate polyacrylamide gel electrophoresis |
| --- | --- | --- | --- |
| UD | Uridine | HRP | Horseradish peroxidase |
| RANKL | Receptor activator of nuclear factor-κB ligand | ECL | Enhanced chemiluminescence |
| NFATc1 | Nuclear factor of activated T cells c1 | PBS | Phosphate-buffered saline |
| CTSK | Cathepsin K | EDTA | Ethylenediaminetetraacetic acid |
| OVX | Ovariectomized | micro-CT | Micro-computed tomography |
| FoxO | Forkhead box O | PCA | Principal component analysis |
| PI3K | Phosphoinositide 3-kinase | OPLS-DA | Orthogonal partial least squares discriminant analysis |
| Akt | Protein kinase B | KEGG | Kyoto Encyclopedia of Genes and Genomes |
| ROS | Reactive oxygen species | GO | Gene Ontology |
| M-CSF | Macrophage colony-stimulating factor | GSEA | Gene set enrichment analysis |
| LPS | Lipopolysaccharide | DEGs | Differentially expressed genes |
| NAC | N-acetylcysteine | SD | Standard deviation |
| DMEM | Dulbecco’s modified Eagle medium | ALN | Alendronate |
| α-MEM | Alpha minimum essential medium | BMD | Bone mineral density |
| FBS | Fetal bovine serum | BV/TV | Bone volume fraction |
| CCK-8 | Cell Counting Kit-8 | Tb.N | Trabecular number |
| TRAP | Tartrate-resistant acid phosphatase | Tb.Th | Trabecular thickness |
| BMMs | Bone marrow–derived macrophages | Tb.Sp | Trabecular separation |
| ELISA | Enzyme-linked immunosorbent assay | AOD | Average optical density |

# Supplementary Figures and Tables

For more information on Supplementary Material and for details on the different file types accepted, please see [here](https://www.frontiersin.org/guidelines/author-guidelines#supplementary-material).

## Supplementary Figures

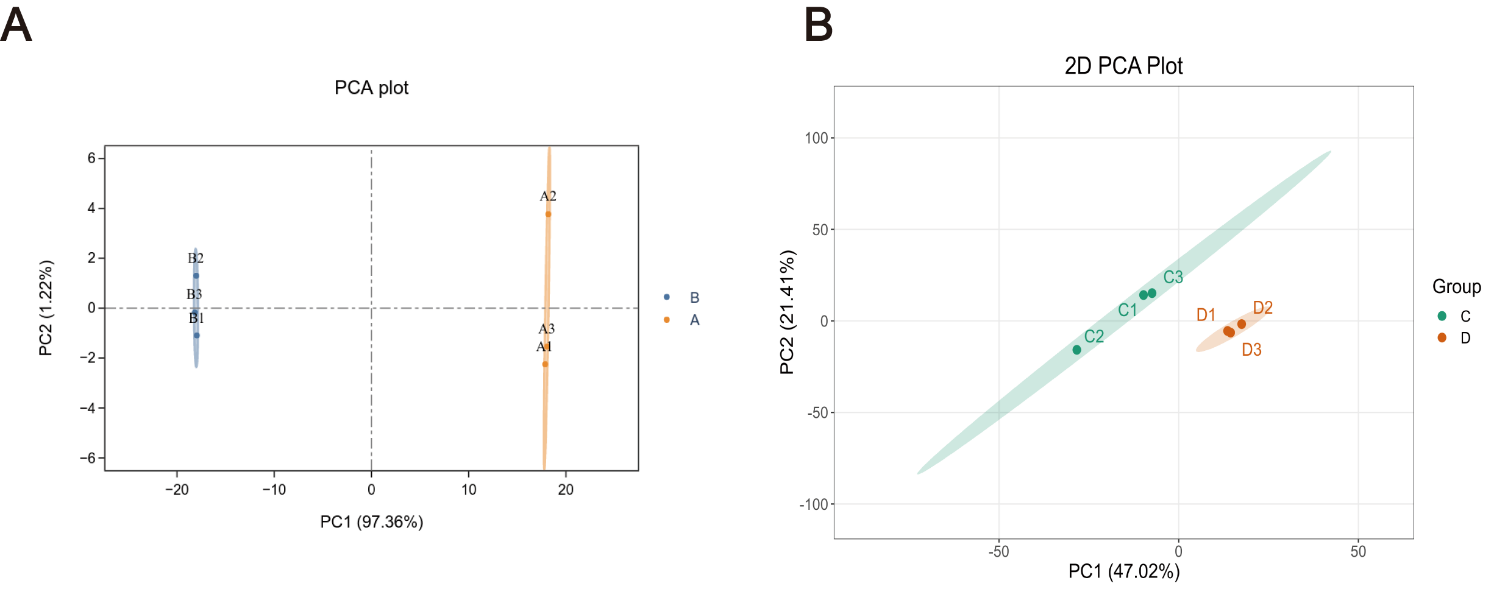

**Supplementary Figure S1.** **PCA analysis.**

(A, B) PCA plots of transcriptomic and metabolomic data.

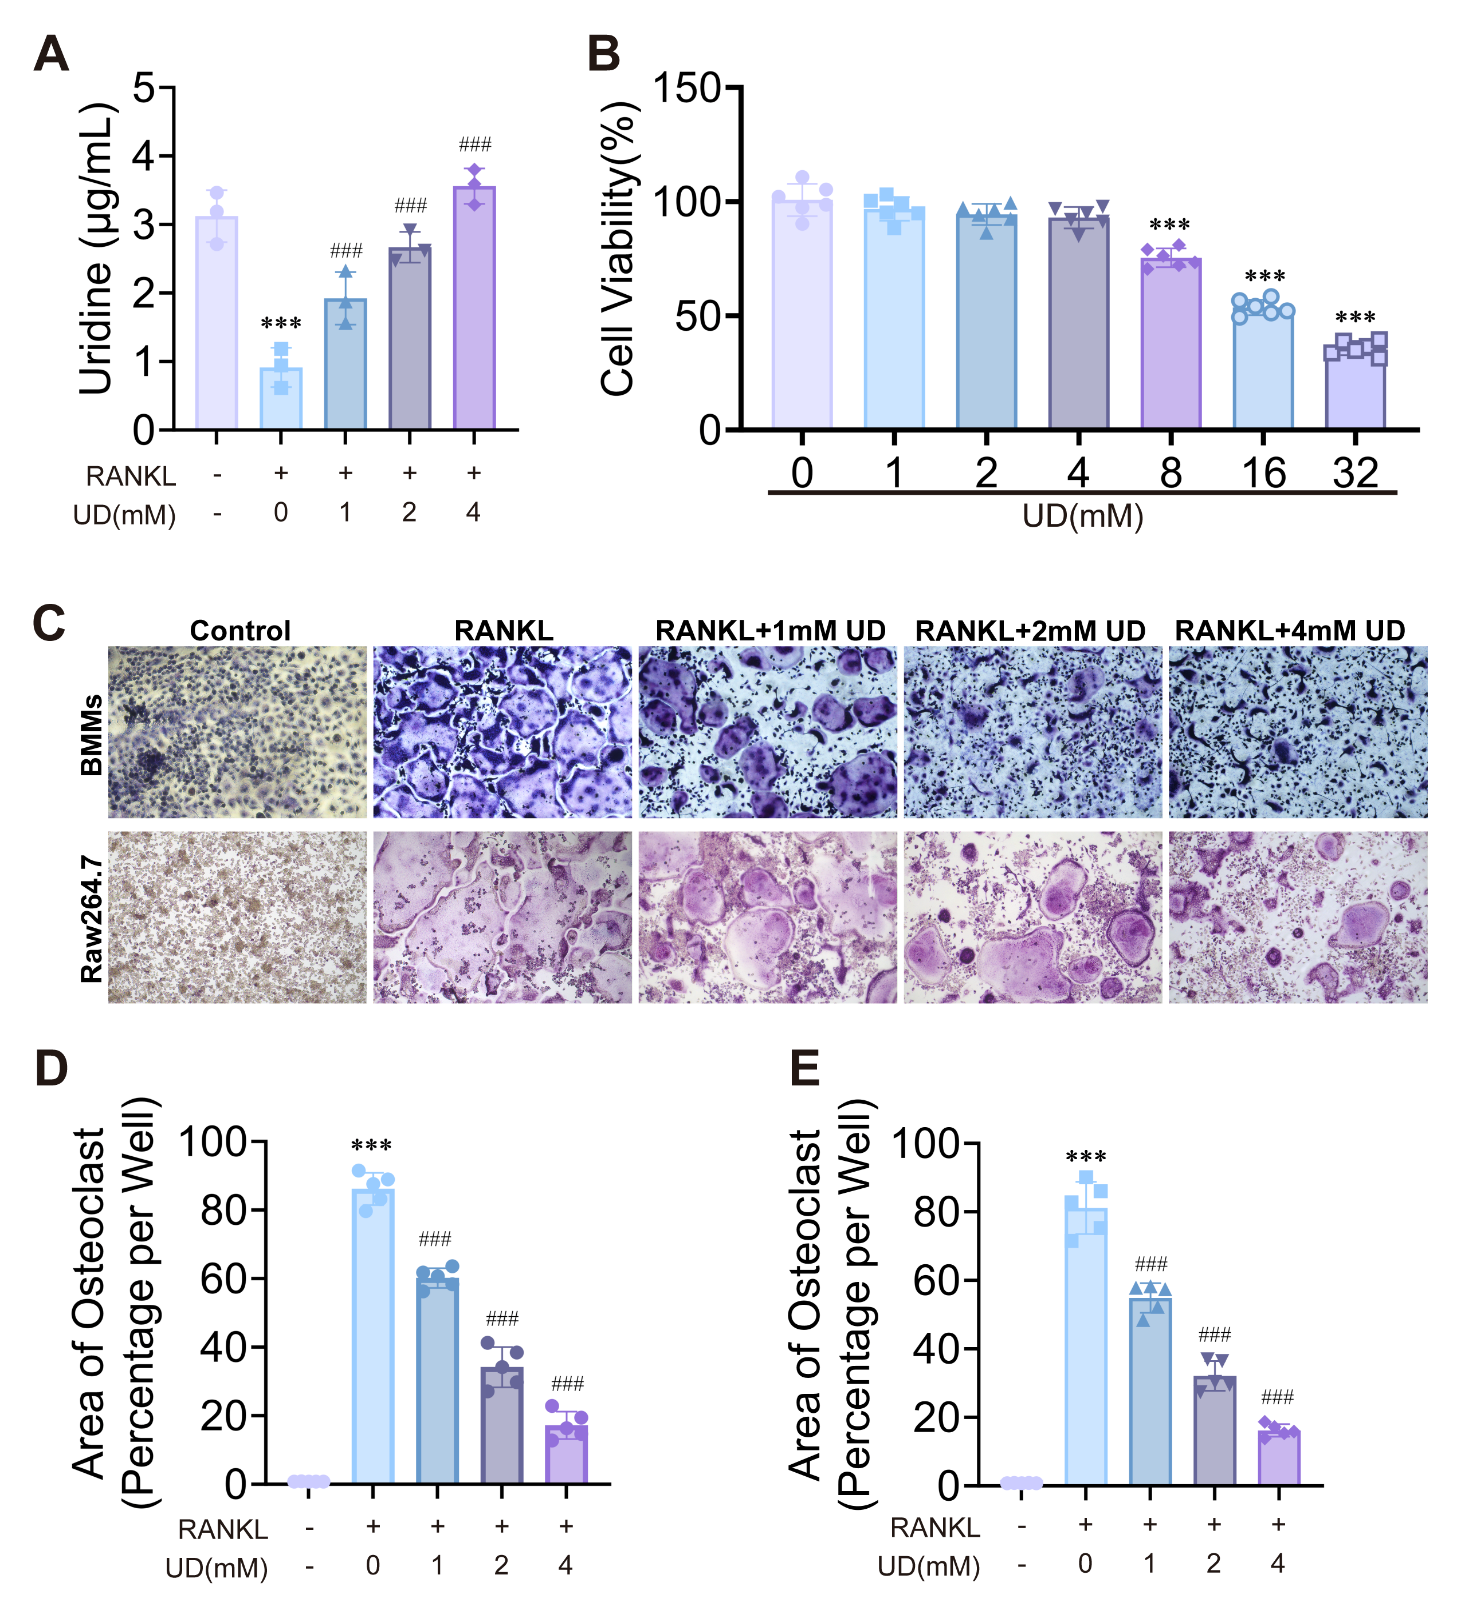

**Supplementary Figure S2.** **Effects of uridine on osteoclast differentiation and cell viability.**

1. Intracellular uridine levels in RAW264.7 cells after RANKL stimulation with or without UD treatment; (B) Cell viability of RAW264.7 cells treated with different UD concentrations for 48 h; (C) TRAP staining of BMMs and RAW264.7 cells showing osteoclast formation under different UD concentrations; (D, E) Quantification of TRAP⁺ osteoclast area in BMMs (D) and RAW264.7 cells (E). Data represent mean ± SD (n = 3). **p* < 0.05, ***p* < 0.01, ****p* < 0.001 vs. Control; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs. RANKL.

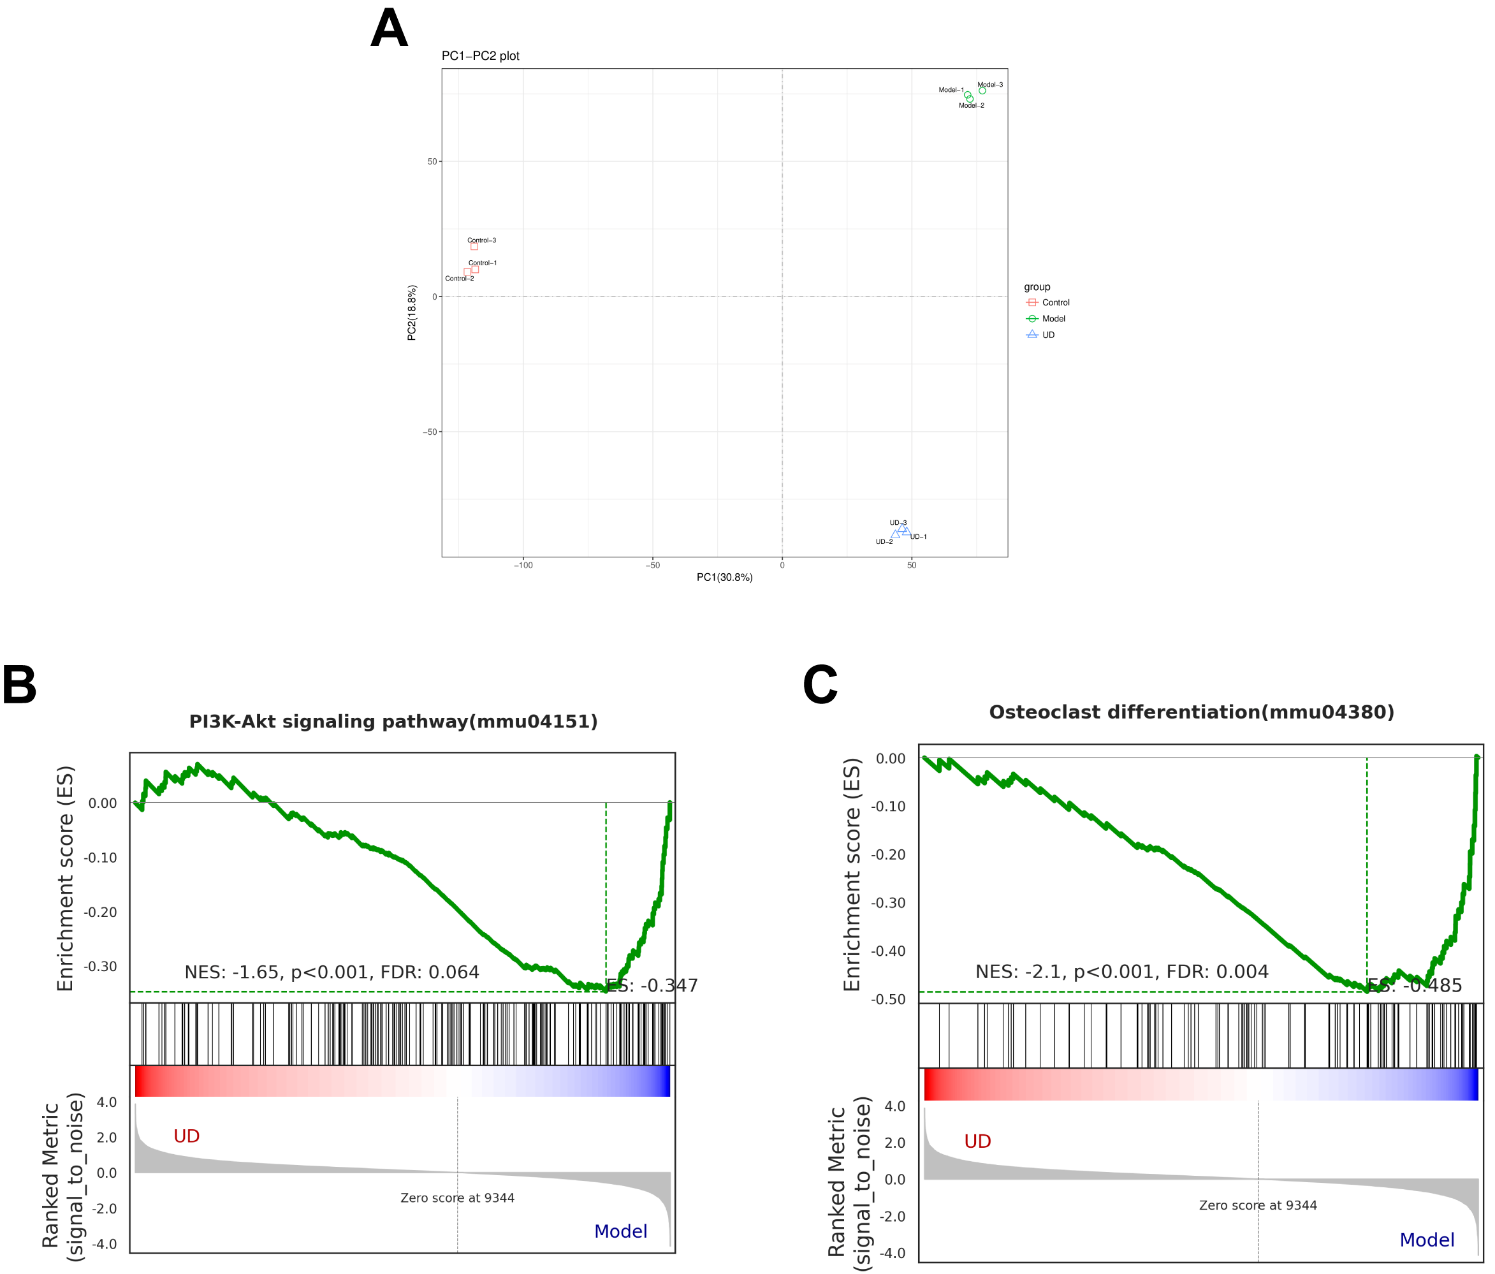

**Supplementary Figure S3. Transcriptomic analysis of RANKL-induced and UD-treated cells.**

(A) PCA of control, model, and UD groups; (B, C) GSEA of the PI3K–Akt signaling pathway and osteoclast differentiation pathway.

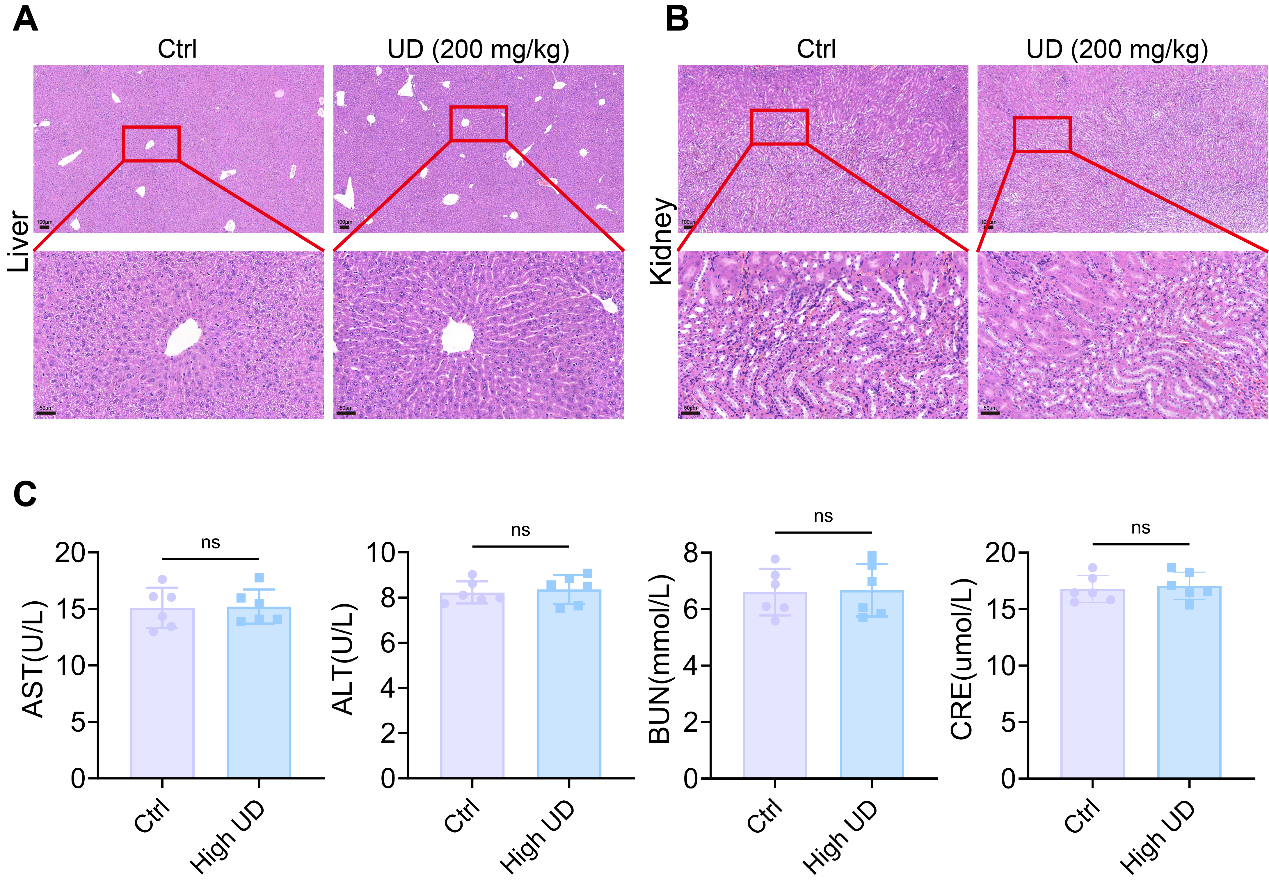

**Figure S4. Uridine does not induce liver or kidney toxicity**

(A) H&E staining of liver. (B) H&E staining of kidney. (C) Serum AST, ALT, BUN, and CRE levels. Data are presented as mean ± SD (n = 6). No significant differences were observed between groups (ns, P > 0.05).

# Supplementary material for: Uridine inhibits ROS-mediated osteoclast differentiation and alleviates osteoporosis via modulation of PI3K/Akt–FoxO signaling
**Source:** Front Immunol. 2026 Apr 27;17:1767279. doi: 10.3389/fimmu.2026.1767279

Raw data for Figure 2H – Western blot (uncropped)

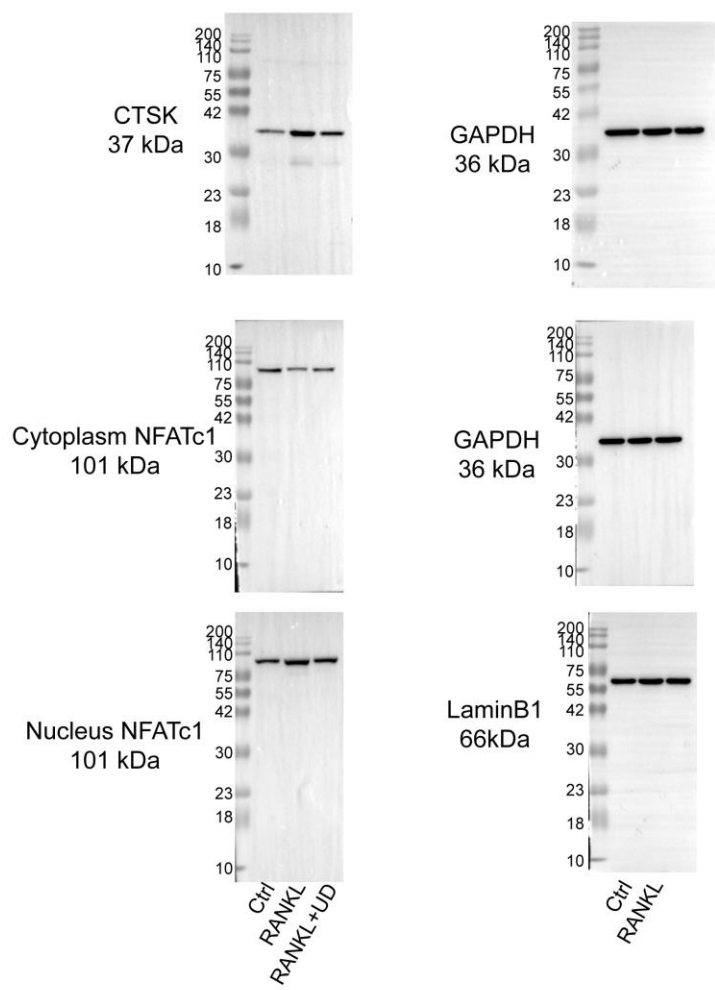

Raw data for Figure 3I – Western blot (uncropped)

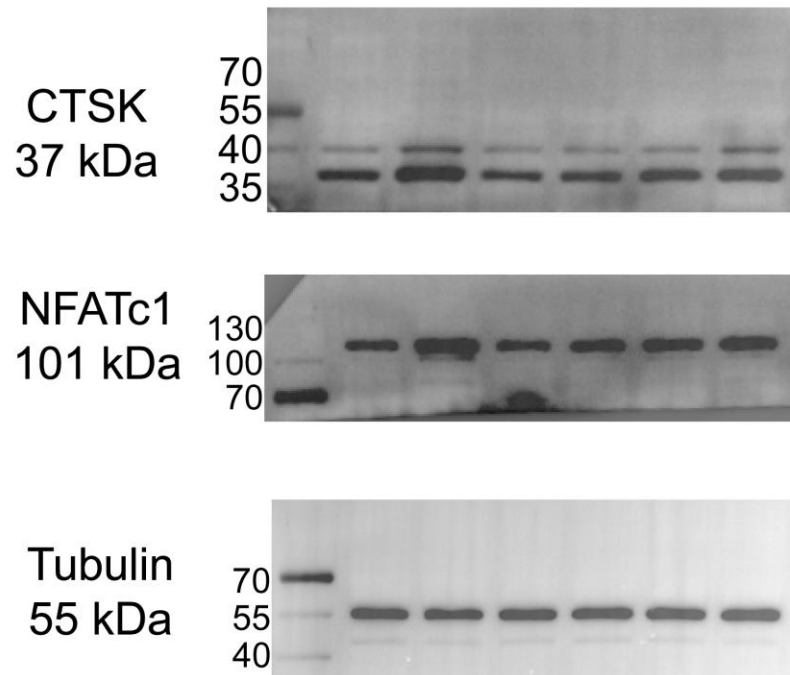

Raw data for Figure 4F – Western blot (uncropped)

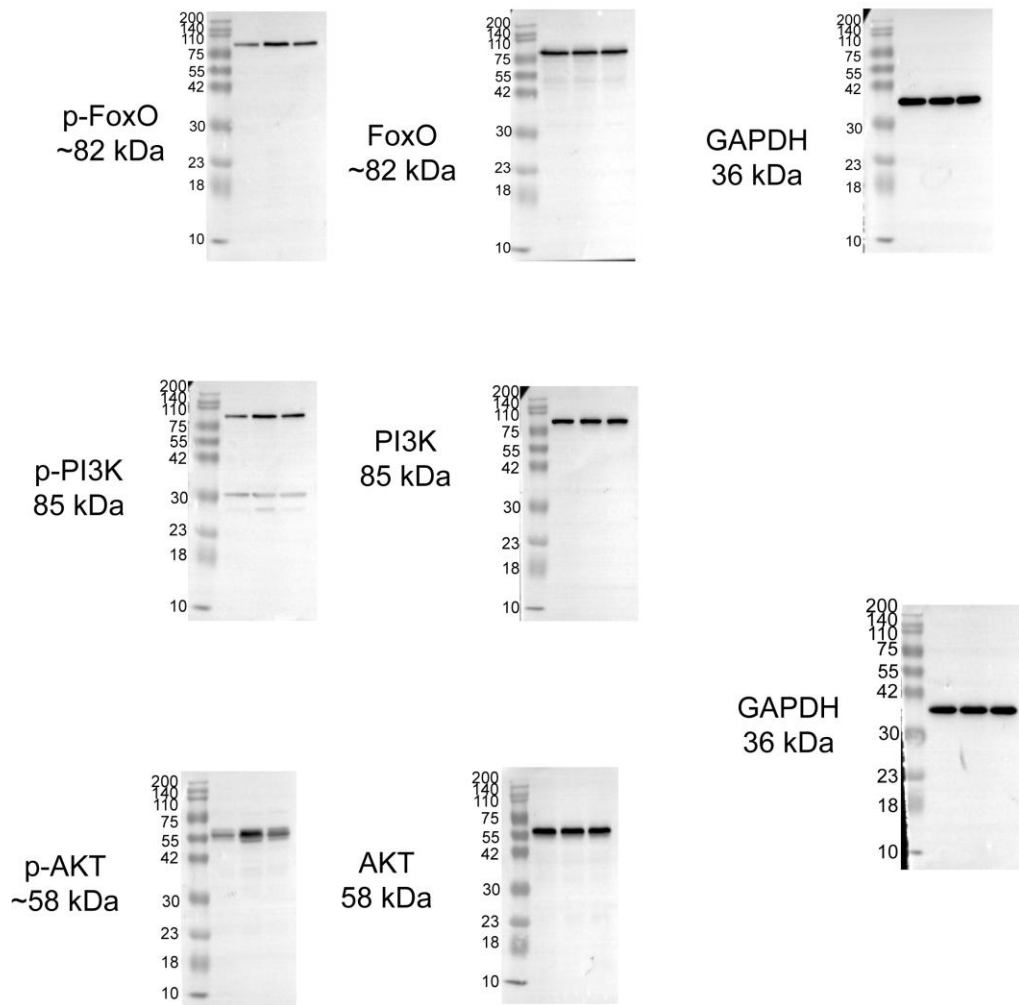

Raw data for Figure 4J – Western blot (uncropped)

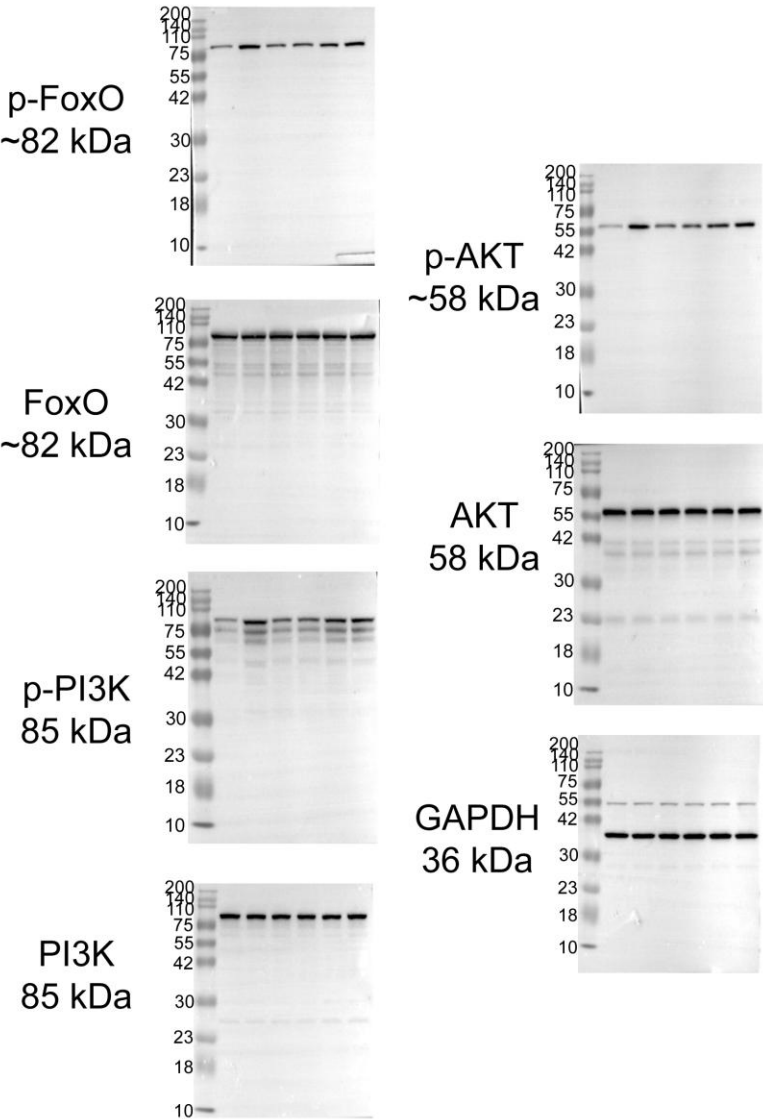

Raw data for Figure 5B – Western blot (uncropped)

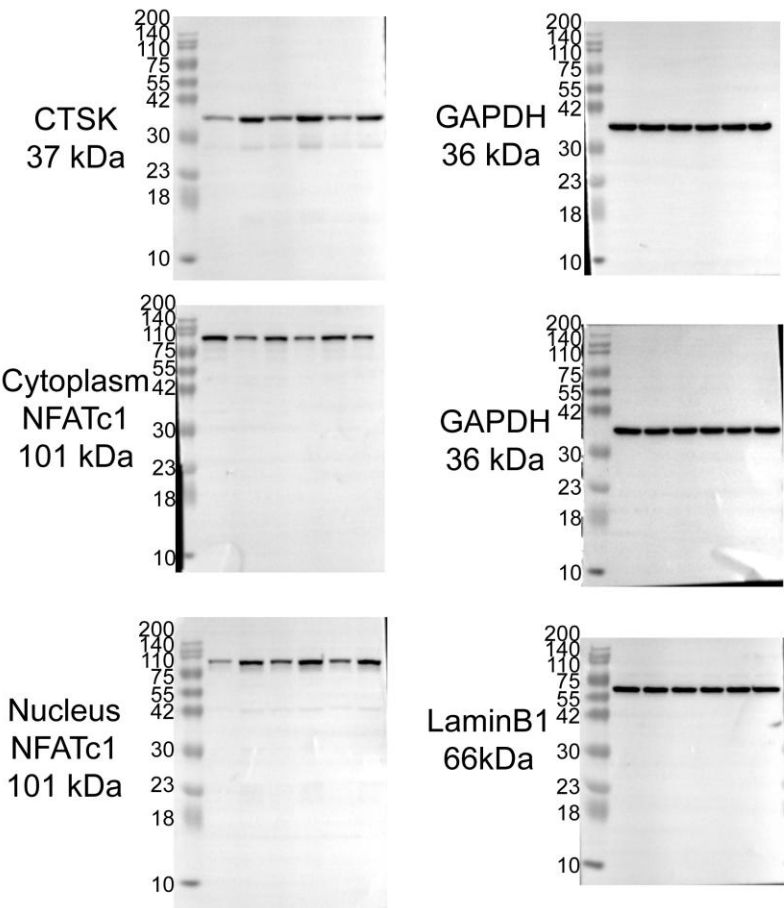

Raw data for Figure 6H – Western blot (uncropped)

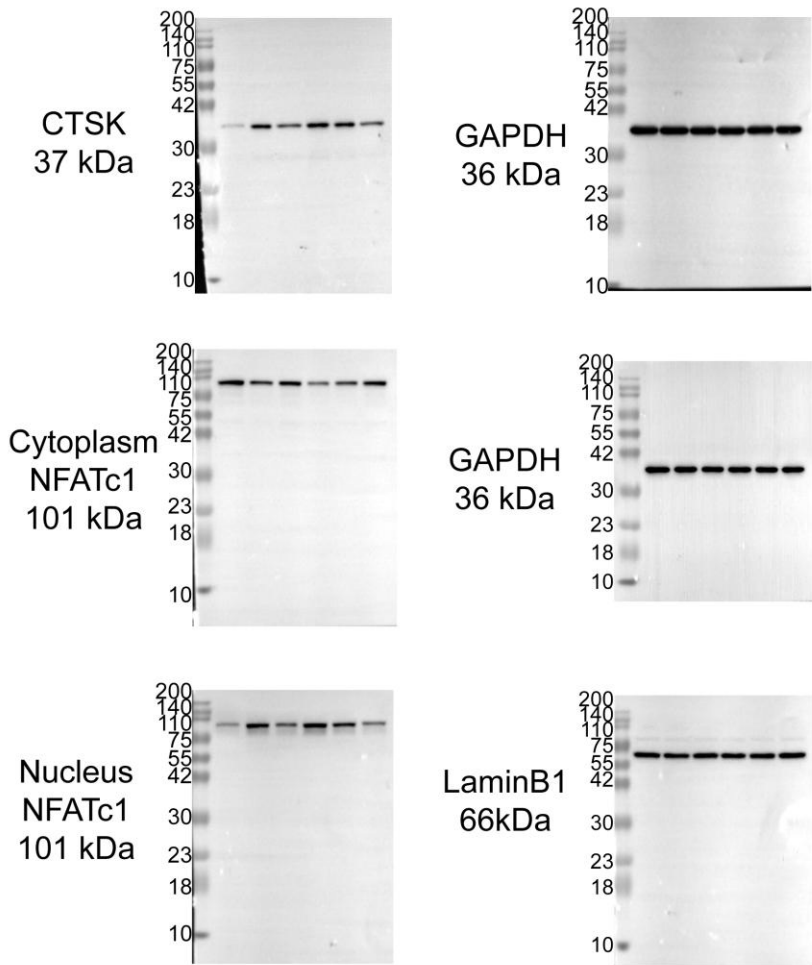

Raw data for Figure 6I – Western blot (uncropped)

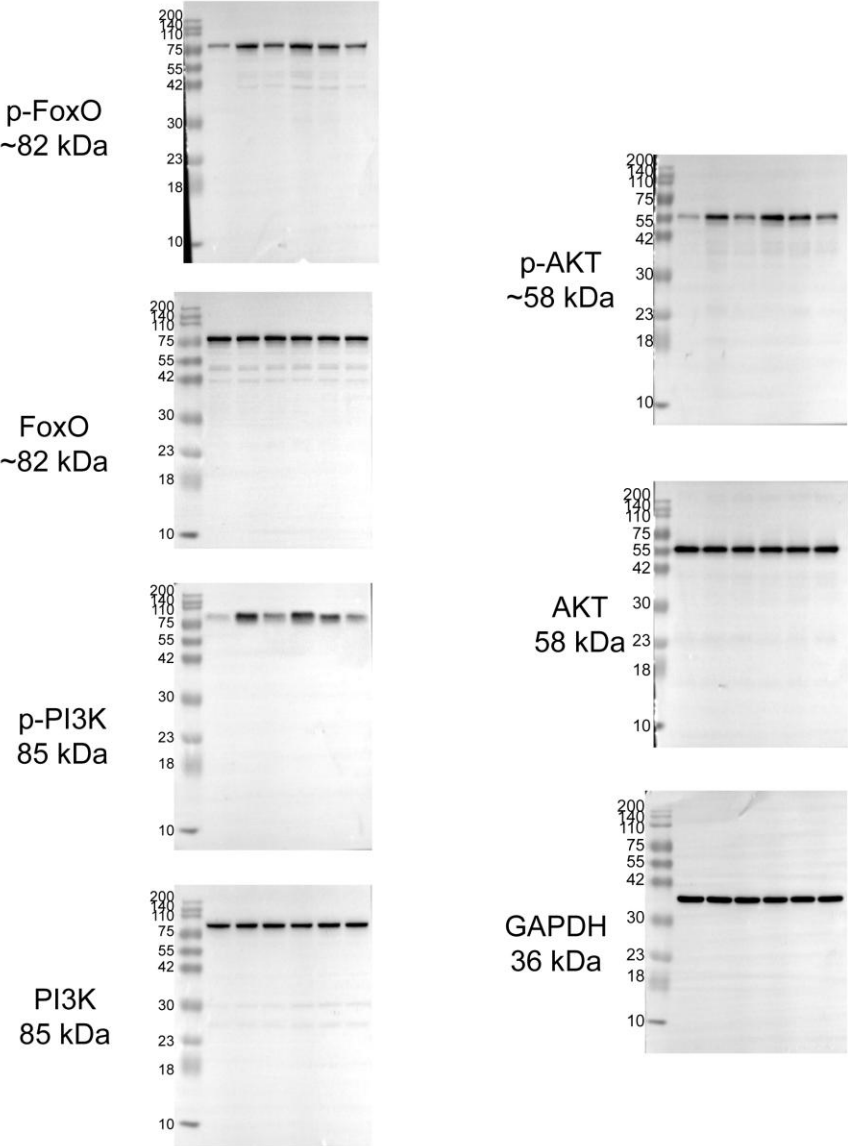

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

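RNA from RAW264.7 cells was measured in 9 libraries, 3 each for control, RANKL and RANKL + UD. The value columns of the deposited table call the RANKL libraries the model group, a name the paper also uses. Each library was assigned to its group and replicate number from its label and from the paper, and all 18 value columns of the deposited table each matched 1 library by name. The labels and the paper give no sequencing date or library batch, so no difference between batches was tested.

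The counts are whole numbers of reads per gene that the authors deposited without normalization. The FPKM values were made by the authors from these counts, the exonic length of each gene and the total count of each library, and were deposited with 2 decimals. The paper names the Illumina NovaSeq platform and DESeq2, and its text names no aligner, counting tool, genome build or annotation release. The table lists 56691 genes by Ensembl identifier and symbol, of which 16080 carry a KEGG pathway and 30659 a GO term. No gene in the table is blank, so every count entered the library totals. Totals ranged from 15951800 to 19746862 with a median of 19182637 over the 9 libraries. At this depth, a gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold change against it is given as a lower bound. Intervals between replicates are given as the SD over 3 libraries, and an exact test of 3 against 3 libraries cannot give a two-sided p under 0.1.

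The test had been planned as limma on log2(FPKM + 1), with edgeR's quasi-likelihood test in its place if the table also held counts. As it did, edgeR 4.0.16 in R 4.3.3 was used, with TMM scaling, all 9 libraries in one fit and Benjamini-Hochberg adjustment. Genes entered with an FPKM of at least 1 in at least 3 libraries, which left 11995. The TMM factors were 0.959 to 0.962 for the RANKL libraries and 1.01 to 1.03 for the others, and the common dispersion was 0.00401. DEGs were counted by the criterion printed in Figure 4A (unadjusted p under 0.05 and fold change over 1.5) and by an adjusted p under 0.05. KEGG and GO over-representation used a one-sided Fisher's exact test on the DEGs of the first criterion, with the tested genes that carry an annotation as background, over pathways of at least 10 and terms of at least 5 background genes. GSEA used fgsea 1.28.0 on the signal-to-noise ratio of log2(FPKM + 1) with 10000 permutations of the genes and pathways of 15 to 500 genes. Gene lists were tested with camera, which presets the correlation between genes, and with fry, both in limma 3.58.1. PCA and the permutation of the groups used log2(FPKM + 1). Tables were prepared in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

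The group of each library, the tests, the alternatives and 10 gene lists were fixed before the data were examined. The lists cover osteoclast, FoxO target, NADPH oxidase, NRF2 antioxidant, PI3K-Akt-FoxO component, pyrimidine, integrated stress response, cell cycle, interferon and macrophage genes. Genes named in the text are those the paper names or labels for these libraries, members of these lists, and the 5 genes with the largest rise and the 5 with the largest fall in RANKL + UD against RANKL among those with an adjusted p under 0.05 whose libraries do not overlap. Single results for some of these genes are not reported here. Lists of 16 hypoxia and 12 ER chaperone genes were written after the results of single genes had been seen and before the values of these lists were computed. The alternatives were no expression filter, a pseudocount of 0.1, quantile normalization, TPM values, only the 6 libraries of a comparison, the replicate number as a block, each library left out in turn, another definition of DEGs, another background, another ranking for GSEA, and camera or fry in its place. A count test has no pseudocount, so the pseudocount, quantile and TPM alternatives were run with limma on the log2 values. DESeq2 1.42.0, limma on log2(FPKM + 1), RLE size factors and total counts without further scaling were added after the data had been seen.

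Each procedure was tested on simulated data. In counts simulated for 11995 genes with 200 genes changed, edgeR recovered 88.5% of the changed genes with 11 false calls and a slope of 0.998 between fitted and simulated log2 fold changes. Limma on log2(FPKM + 1) recovered 79.5% with 11 false calls and a slope of 0.798. Of 100 simulated gene sets, 1 of them changed, each set test recovered the changed set, and over-representation, GSEA and camera called 0 and fry called 5 of the unchanged sets. Comparisons that share the RANKL libraries were set beside 20 simulations in which RANKL + UD was unchanged.

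Coordinates are those of the deposited table. The GRCm38 annotation was used for GC content, by gene identifier, and to compare coordinates. Libraries of the transcriptome in Figure 1, metabolite measurements, qPCR, Western blots and animal data were not analysed here.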

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

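The comparisons of both lists with control were chosen only after their change against RANKL had been seen, as were the settings of the trend with GC content and gene length, the rule by which the ER chaperone list was read and the GO term for ER stress.

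Genes of the integrated stress response, the program run by the transcription factor ATF4, are not discussed in the paper and were far lower in RANKL + UD than in RANKL. Of 12 prespecified genes 11 were tested, Vldlr being expressed too little, and their median log2 fold change was -0.856 (adjusted p = 5.06e-23 from camera and 3.72e-07 from fry). Over all genes tested, and adjusted over the list alone, 9 were lower and 0 were higher, and the other 2 genes, Psat1 and Shmt2, changed by 0.05 and -0.11. Trib3 went from an FPKM of 7.54 ± 0.338 in control to 17.8 ± 1.56 with RANKL and 2.69 ± 0.117 with RANKL + UD (SD, n = 3 each), a log2 fold change of -2.81 against RANKL (standard error 0.108, adjusted p = 1.12e-13 from edgeR). Chac1, Atf3 and Ddit3 fell by 2.37, 2.16 and 2.18 on the log2 scale, and Atf4, Asns and Sesn2 by 0.57, 0.73 and 0.86. Ddit3 overlaps Mars1 on the opposite strand, whose mean FPKM was 43.0, so the Ddit3 counts are uncertain. Slc7a11 is a member of the NRF2 list as well.

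Several explanations of the lower stress response genes are argued against by the values. The median stayed between -0.869 and -0.695 under 6 other scalings, and it was -0.783 after the trend of all genes with GC content and length had been removed. This trend accounted for 1.01% of the variance of the log2 fold changes, and 97.8% of the genes had a GC value. With each library left out in turn the median lay between -0.916 and -0.781. A partial return of RANKL-induced expression towards control would leave the list at or above control, but it was lower than control, with a median of -0.616 and 10 of 11 genes lower by adjusted p. RANKL itself had moved the list by a median of 0.404, with 7 genes higher and 4 lower. Lower oxygen or glucose stress stays open as a candidate explanation. All 16 genes of the hypoxia list, which include glucose transport and glycolysis genes, were lower in RANKL + UD, 15 of them by adjusted p, and the median was -0.423 (adjusted p = 1.45e-17 from camera and 2.41e-07 from fry). It ranged from -0.436 to -0.305 under the other scalings. Ndrg1 fell by 1.96. Slc2a1 fell by 0.73, but it overlaps a gene on the opposite strand with a mean FPKM of 2.45, so its counts are uncertain. The hypoxia list remained above control with a median of 0.552, unlike the stress response list. Relief of a general ER stress cannot be told apart from its absence, because the ER chaperone list had a median of -0.109, with 5 of 12 genes lower by adjusted p (adjusted p = 0.0364 from camera and 0.000141 from fry), while its adjusted p from camera ranged from 0.0192 to 0.707 under the other scalings. Leaving out RANKL replicate 3 moved that median to -0.079 and lost the call (adjusted p = 0.0732). The GO term response to endoplasmic reticulum stress was over-represented among the lower DEGs, with 12 of 65 genes, 3.224 times the chance number (adjusted p = 0.0475), and without the genes of the stress response list it held 11 of 64, 3.034 times (Fisher's exact p = 0.00084). These values lean towards lower ER stress, but the adjusted p of the term ranged from 0.0226 to 1 over 21 alternatives and its call was lost in 11 of them, so the explanation stays open.

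Cell cycle genes are also outside those the paper discusses, and all 14 on the prespecified list were higher in RANKL + UD than in RANKL by adjusted p, over all genes and adjusted over the list alone. Their median log2 fold change was 0.613 (adjusted p = 3.26e-19 from camera and 1.62e-06 from fry). Mki67 had an FPKM of 105.6 ± 6.94 in control, 48.5 ± 5.34 with RANKL and 84.1 ± 1.69 with RANKL + UD (SD, n = 3 each), a log2 fold change of 0.71 against RANKL (standard error 0.064, adjusted p = 2.41e-08 from edgeR). Top2a rose by 0.61, with uncertain counts, since it overlaps a gene on the opposite strand with a mean FPKM of 2.36. The median stayed between 0.6 and 0.711 under the other scalings, was 0.608 with the trend of GC content and length removed, and lay between 0.595 and 0.625 with each library left out in turn, so neither scaling nor such a trend accounts for it. RANKL had lowered 13 of the 14 genes, by a median of -0.691, and against control the list had a median of 0.044 in RANKL + UD, with 3 genes higher and 5 lower by adjusted p. At the level of the list median, these values are consistent with a return of RANKL-repressed proliferation genes to about the level of control, with single genes on both sides of it. This stays a hypothesis because it was formed on these libraries. The number of cells and their share in division were not measured in these libraries.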

How the results depend on the processing

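DESeq2, limma on log2(FPKM + 1), RLE size factors and total counts were added as alternatives only after the data had been seen, and the other alternatives were set in advance. Limma on log2(FPKM + 1) had been planned as the main test, with edgeR in its place if counts were available. Of 33 results that answer a comparison, 14 were unchanged under every alternative. A test was unchanged if it kept its direction and its side of the threshold, and a count if it stayed within 1.5 times of the main count. The 14 unchanged results include the directions of the osteoclast, NADPH oxidase, pyrimidine, integrated stress response and cell cycle lists. They also include the separation of the groups in PCA, and the absence of a call for the PI3K-Akt pathway and the GO oxidative stress terms among the DEGs. The other 19 changed under at least 1 alternative. The cause was not tested unless it is named.

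Without an expression filter, 1030 higher and 1156 lower DEGs were counted in RANKL + UD against RANKL and 2259 higher DEGs in RANKL against control, with 26736 genes tested in place of 11995. Osteoclast differentiation in both directions (2.467 times the chance number) and the FoxO pathway among the lower DEGs (2.464) then passed the threshold, camera called the FoxO target (-0.333), interferon (0.237) and macrophage (-0.229) lists, the share of the induction removed was 18.9%, and the GSEA scores of osteoclast differentiation (-1.665) and FoxO (-1.266) no longer passed. Fry in place of camera called the FoxO target (-0.339), NRF2 (0.081), PI3K-Akt-FoxO component (-0.058), interferon (0.231) and macrophage (-0.298) lists, where the numbers are medians. Fry's direction for the NRF2 list was lower, opposite to its median. With DEGs by adjusted p and a log2 fold change over 1, osteoclast differentiation among the lower DEGs lost its call (3.857 times) and pyrimidine metabolism held 0 higher DEGs, with 142 higher and 215 lower DEGs left in all.

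Limma with a pseudocount of 0.1 gave 1536 lower genes by adjusted p, 253 induced genes lower in RANKL + UD and 16.2% of the induction removed. Quantile normalization gave 305 higher and 441 lower DEGs and 22.5% removed, and pyrimidine metabolism lost its call among the higher DEGs (adjusted p = 0.0816, against 8.1e-05 to 1 over all alternatives). TPM values gave 462 lower DEGs, 1417 lower genes by adjusted p, 238 induced genes lower and 16.5% removed. Limma on log2(FPKM + 1) gave 346 lower DEGs, 1556 lower genes by adjusted p, 231 induced genes lower, 19.6% removed and a call for the FoxO pathway among the lower DEGs (3.458 times). DESeq2 called the macrophage list (-0.31). RLE size factors gave 21.2% removed, and total counts gave 3350 higher genes by adjusted p and 15.7% removed. Foxo3 had a log2 fold change of -0.004 with DESeq2 and with RLE size factors, the opposite sign. Of the genes with an adjusted p under 0.05 for RANKL + UD against RANKL, 48.0% were higher, and this share was 66.0% with limma and a pseudocount of 0.1, 68.8% with TPM, 65.7% with limma on log2(FPKM + 1) and 66.2% with total counts. These settings leave out the TMM factors, and they moved the median of all log2 fold changes from 0.005 to 0.088, 0.1, 0.073 and 0.091.

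In GSEA, osteoclast differentiation and FoxO lost their calls with a pseudocount of 0.1 (-1.533 and -1.663) and with TPM (-1.695 and -1.681). The PI3K-Akt pathway gained one with quantile normalization (-1.539), with limma's moderated statistic (-1.461) and under camera and fry, where its median log2 fold change was -0.079.

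Across the 6 fits that each left out one RANKL or RANKL + UD library, the scores ranged from -1.824 to -1.577 for osteoclast differentiation and from -1.687 to -1.63 for FoxO, and both lost their calls by adjusted p in each fit. Before adjustment, fgsea's permutation p was at most 0.00148 for osteoclast differentiation and 0.00204 for FoxO. Control libraries do not enter GSEA, so leaving one out gives no value there. Across the 9 fits that each left out one library, the ratio for response to oxidative stress ranged from 0.962 to 1.318, the induction removed from 20.2% to 21.8%, Foxo3 from -0.065 to 0.059 and the ER chaperone list from -0.127 to -0.079, whose call was lost without RANKL replicate 3. With the replicate block, the ratio for response to oxidative stress was 0.967, and 576 higher and 707 lower DEGs were counted. The replicate numbers did not pair the libraries, as the deviations of libraries with the same number correlated between -0.019 and 0.098. The 6 libraries of a comparison alone give no value for the induction removed, which needs all 3 groups.

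Single genes changed as well. Under the alternatives set in advance, 10 values were weaker and 3 stronger, with a library left out 27 were weaker, and under the later alternatives 3 were weaker and 3 stronger. Most concern genes with few counts, such as Gm22027 and Mir7213, which also overlap an expressed gene, and Akt1. The reads per library were enough for edgeR to recover most of the 200 simulated changes. Changes as small as those of Sod2, Cat or Akt1, and as many changed genes as in the data, were not simulated. The 3 libraries per group leave the smallest exact p at 0.1.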

Differences from the paper's values

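DESeq2, limma on log2(FPKM + 1), RLE size factors and total counts were run only after the data had been seen. Over the comparison of RANKL + UD with RANKL, 578 genes were higher by the criterion printed in Figure 4A, against the paper's about 910 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, no expression filter (1030), limma with a pseudocount of 0.1 (786) and limma on TPM values (752) come within 1.5 times of the paper's number. The fit of the 6 libraries alone (583), the replicate block (576), quantile normalization (305) and each library left out in turn (552 to 598) do not. Total counts without further scaling (799) also come within 1.5 times, a setting that was chosen after seeing the values. DESeq2 (538), RLE size factors (554) and limma on log2(FPKM + 1) (436), likewise added as alternatives after seeing the values, do not. All of them were run on the 11995 filtered genes. DESeq2, the tool the paper names, was not run without the filter, so its count there is unknown. For lower genes, the main count of 719 was already within 1.5 times of the paper's about 1000 in Fig. 4A, read by eye. No expression filter (1156) stayed within 1.5 times, but the pseudocount of 0.1 (518), TPM values (462) and total counts (547) did not.

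The normalized enrichment score of the PI3K-Akt signaling pathway was -1.434, against the paper's about -1.7 in Supplementary Figure 3B, read by eye. That of osteoclast differentiation was -1.734, against the paper's about -2.1 in Supplementary Figure 3C, read by eye. None of the alternatives set before the data were examined closed either gap. The nearest PI3K-Akt score was -1.539 with quantile normalization, and the ranking by limma's moderated statistic gave -1.461 and took the osteoclast score past the paper's value to -2.371.

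The paper states that the PI3K/Akt gene set was significantly suppressed in GSEA. Here its adjusted p was 0.0915 with the signal-to-noise ranking. It passed the threshold with quantile normalization (adjusted p = 0.0361), with limma's moderated statistic (adjusted p = 0.0211), with camera (adjusted p = 0.0397) and with fry (adjusted p = 2e-04), against a range from 2e-04 to 0.284 over all alternatives.

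The paper states that the DEGs were mainly enriched in osteoclast differentiation, PI3K/Akt and FoxO signaling. With higher and lower DEGs together, none of the 3 pathways passed the adjusted threshold here (adjusted p = 0.203, 0.711 and 0.299 in that order). Before adjustment, osteoclast differentiation (Fisher's exact p = 0.00663) and FoxO (exact p = 0.0128) were under 0.05, and PI3K-Akt was not (exact p = 0.0952). The paper's text does not state whether its enrichment p values were adjusted. Osteoclast differentiation passed among the lower DEGs (adjusted p = 0.00553). With no expression filter, osteoclast differentiation passed in both directions together (adjusted p = 0.00148). The FoxO pathway passed among the lower DEGs with no expression filter (adjusted p = 0.0362) and with limma on log2(FPKM + 1) (adjusted p = 0.0249), the latter added as an alternative after seeing the values. No setting called the PI3K-Akt pathway, whose adjusted p was at least 0.0909 over the alternatives.

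The paper states that GO terms related to oxidative stress were enriched. Here 0 of 15 such terms had an adjusted p under 0.05, 0 had an unadjusted p under 0.05, and none of them passed in any alternative, in the exact test of both directions together.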

Other observations

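The tests on FoxO target genes, on Txnip and on the S-phase genes within the pyrimidine list were chosen only after the result was seen.

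RANKL against control gave 1330 higher and 1732 lower DEGs by the Figure 4A criterion and 3278 higher and 3628 lower genes by adjusted p from edgeR. RANKL + UD against control gave 1150 higher and 1569 lower DEGs, and 3197 and 3276 genes by adjusted p. When the 6 RANKL and RANKL + UD libraries were divided in all 10 ways into 3 against 3, only 1 split, the real one, gave as many genes with an adjusted p under 0.05. It gave 4854 genes when fitted on these 6 libraries alone. The other splits gave 0 genes by adjusted p and 95 to 220 by an unadjusted p under 0.05. For RANKL and control, likewise, 1 of the 10 splits, the real one, gave as many, with 6683 genes against 0 in the other splits, which had 37 to 218 by unadjusted p. With 10 splits the share cannot fall under 0.1, which limits this count and does not lessen the gap between the real and the other splits. The exact permutation of the 3 groups in PCA, over 280 divisions, has a lower floor. It tests the 3 groups together, so it does not lift this limit for either comparison alone.

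RANKL induced 647 genes more than 2-fold by adjusted p. In RANKL + UD, 385 of these (59.5%) were lower than in RANKL and 32 were higher by adjusted p, and the median share of the induction that was removed was 20.6% on the log2 scale. In the single RANKL + UD libraries it was 20.8%, 21.1% and 21.8%. Both comparisons use the same RANKL libraries, which by itself makes their changes run opposite to each other. In 20 simulations of unchanged RANKL + UD libraries against these RANKL libraries, 0% of the induced genes were lower by adjusted p, and the removed share had a mean of 0.59% and a range from -0.0794% to 1.18%, so the shared libraries do not account for the fall. The correlation across genes between the changes was -0.327, against -0.13 to -0.0737 in the simulations, and genes are not independent replicates. Of 847 genes that RANKL repressed by the same criterion, 248 (29.3%) were higher in RANKL + UD and 127 were lower.

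FoxO target genes would rise if FoxO raised their transcription when FoxO enters the nucleus, which the paper measured on protein. As a hypothesis, a general rise of FoxO target genes was tested on the prespecified list. Its median of -0.339 in RANKL + UD against RANKL, between -0.392 and -0.195 over all alternatives, argues against such a rise in these transcripts. The members moved both ways, with 7 of 14 lower and 3 higher by adjusted p, and camera did not call the list (adjusted p = 0.177, and 0.166 to 0.488 under the other scalings) while fry called it lower (adjusted p = 2.14e-05), so a fall of the list as a whole is not claimed and a rise of part of it stays open. The list was at -0.197 in RANKL and at -0.496 in RANKL + UD against control. The result covers mRNA at 1 time point, and does not bear on the location or the phosphorylation of FoxO. Txnip rose against this pattern. A general rise of FoxO target genes is argued against as the cause, since the other 13 tested genes had a median of -0.536. Arrdc4 is a relative of Txnip, and both are known to respond to glucose-sensing transcription factors. Arrdc4 rose by 2.858 on the log2 scale (standard error 0.17, adjusted p = 6.58e-11 from edgeR), from an FPKM of 0.44 ± 0.0265 with RANKL to 3.41 ± 0.375 with RANKL + UD (SD, n = 3 each), and stood at 3.33 ± 0.456 in control. Glucose-sensing transcription may link these genes, but it cannot be told apart from other causes, because Arrdc4 came to notice as one of the largest rises.

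Pyrimidine genes were higher in RANKL + UD than in RANKL. Of 29 prespecified genes 21 were tested, and the median log2 fold change was 0.381, between 0.351 and 0.474 under the other scalings (adjusted p = 1.16e-07 from camera and 3.72e-07 from fry). By adjusted p, 15 were higher and 1 was lower over all genes, and 16 were higher and 2 were lower adjusted over the list alone. In GSEA, KEGG pyrimidine metabolism (43 genes) had a normalized enrichment score of 1.352 and did not pass (permutation p = 0.0797, adjusted p = 0.378). Camera and fry called the same pathway higher (adjusted p = 0.000162 and 1.28e-05), with a median log2 fold change of 0.294. Dhodh rose by 0.70, Cad by 0.44, Umps by 0.38 and Uck2 by 0.36. Some members of the list are induced in S phase. Without Rrm1, Rrm2, Tyms, Tk1 and Dck, the other 16 tested genes had a median of 0.35, with 10 higher and 1 lower by adjusted p, so these 5 S-phase genes do not account for the rise. The rise of the other genes may still follow from more cycling cells, which was not tested. The paper proposes a change of pyrimidine metabolism during RANKL-induced differentiation from other samples, which were not analysed here. In the RANKL libraries here, the list stood at a median of -0.268 against control, with 11 genes lower and 2 higher by adjusted p.

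Interferon genes had a median of 0.231 in RANKL + UD against RANKL, with 4 of 11 higher and 0 lower by adjusted p over all genes and 3 higher and 0 lower adjusted over the list alone. Camera did not call the list (adjusted p = 0.204) and fry did (adjusted p = 0.00665). RANKL had lowered it by a median of -1.602. Cmpk2 is a member of this list and of the pyrimidine list. Macrophage genes had a median of -0.298, with 4 of 6 lower and 1 higher by adjusted p, and were called by fry (adjusted p = 0.00106) but not by camera (adjusted p = 0.0776). RANKL had lowered them by a median of -1.585, so the median in RANKL + UD lay farther from control, not nearer.

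The genes with the largest fall in RANKL + UD against RANKL included Car6, with 71, 70 and 52 counts in the RANKL libraries and 10, 1 and 0 in the RANKL + UD libraries, and Pla2g7, with 193, 184 and 159 against 21, 15 and 21. Pla2g7 was at the floor in control and at least 53.3-fold higher with RANKL. Slc36a3os fell by 3.28 on the log2 scale. With each library left out in turn its log2 fold change lay between -3.852 and -2.649. Limma on log2(FPKM + 1) gave -1.537. Among the largest rises, Gm27003 had 3, 2 and 2 counts with RANKL and 42, 23 and 20 with RANKL + UD, and it overlaps Gabpb1 on the opposite strand. Lifr had 4, 1 and 0 counts with RANKL and 13, 10 and 7 with RANKL + UD, against 203, 297 and 203 in control. With so few counts its rise is uncertain. Left-out libraries moved it between 1.996 and 4.044 on the log2 scale, and its call was lost in 4 alternatives, which were limma with a pseudocount of 0.1 (0.526), with quantile normalization (0.066), with TPM (0.204) and on log2(FPKM + 1) (0.065, adjusted p = 0.715). Mir7240, Gm22027 and Mir7213 also met the criterion for the largest changes, but each has few counts and lies within or across the expressed gene Mast3, Sf3b4 or Pdgfb, so their changes are uncertain.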
